# Identification of the Potential Genes Regulating Seed Germination Speed in Maize

**DOI:** 10.3390/plants11040556

**Published:** 2022-02-19

**Authors:** Huairen Zhang, Jie Zang, Yanqing Huo, Zhaogui Zhang, Huabang Chen, Xunji Chen, Juan Liu

**Keywords:** maize, seed germination, divergent germination speed, time-series transcriptome, GWAS mapping

## Abstract

Seed germination is the crucial stage in plant life cycle. Rapid and uniform germination plays an essential role in plant development and grain yield improvement. However, the molecular mechanism underlying seed germination speed is largely unknown due to the complexity of the dynamic process and the difficulty in phenotyping. Here, we conducted a time-series comparative transcriptome study of two elite maize inbred lines, 72-3 and F9721, with striking difference in seed germination speed, and identified a major locus underlying maize germination speed through genome-wide association analysis (GWAS) of an F_2_ segregation population. Comparative transcriptome study identified 12 h after imbibition (HAI) as the critical stage responsible for the variation in germination speed. The differentially expressed genes (DEGs) between 72-3 and F9721 were mainly enriched in metabolic pathways, biosynthesis of secondary metabolites, oxidoreductase activity pathways, hormone signal transduction, and amino acid transporter activity pathways. GWAS revealed that germination speed was controlled by a major locus on chromosome 1 with the leading SNP as AX-91332814, explaining 10.63% of phenotypic variation. A total of 87 proposed protein-coding genes surrounding the locus were integrated with DEGs. Combined with evidence from the gene expression database and gene synteny with other model species, we finally anchored three genes as the likely candidates regulating germination speed in maize. This study provides clues for the further exploration of genes controlling the maize seed germination speed, thus facilitating breeding of rapid germinated elite lines through marker assistant selection.

## 1. Introduction

Maize (*Zea mays* L.) is a staple crop and primary resource for feed and biofuels. Seed germination is an essential stage in the life cycle of higher plants [1]. The germinating seeds are highly vulnerable to biotic and abiotic factors including pathogen infection, extreme temperatures, drought, light, waterlogging, and salinity [2,3,4,5]. For instance, the frequent low temperature in the northern parts of China often causes collapsed seed germination, resulting in the high cost of planting and great loss in grain yield. Rapid and uniform seed germination is desired to avoid these damages, thus ensuring higher emergence rate and seedling vigor in the field.

Seed germination is a complex process spanning sequential phases from seed recovering from maturation drying to metabolism resuming and cellular preparation for subsequent seedling growth. The dynamic process involves extensive physiological and biochemical events characterized, among others, by carbohydrate metabolism, hormone signal transduction, and redox homeostasis regulation [1,3,6,7,8,9,10,11,12]. As the main storage carbohydrate in seeds, the starch stored in the endosperm serves as the primary sugar source for embryo growth. During germination, the degradation of stored starch is mainly activated by amylase including α-amylase and β-amylase. α-Amylase is de novo synthesized and expressed in the aleurone layer during seed germination in the presence of endogenous gibberellin (GA) from the embryo while β-amylase is present before germination in an inactive form in rice [13]. The α-amylase activity is enhanced to mobilize starch to supply metabolites such as soluble sugar and energy for seed germination under chilling stress [14]. The primary hormones abscisic acid (ABA) and GA are widely known to play essential roles in regulating seed germination [1,11,12,15,16,17]. ABA induces the expression of late embryogenesis abundant proteins and exerts an inhibitory effect on mechanisms triggering precocious and deleterious germination of developing seeds on the mother plant [16]. GA behaves as an activator of germination that counteracts the inhibitory effect of ABA. The spatial-temporal balance of ABA and GA plays a pivotal role in seed germination by favoring dormancy over germination when the ABA/GA ratio is high and the opposite when low [3,18,19]. Reactive oxygen species (ROS) are recognized as crucial mediators of metabolic and molecular events that drive germination [7,20]. Numerous studies have shown that substantial positive relationships exist between ROS activity and seed germination, and spatiotemporal regulation of ROS production acts in concert with hormone signaling to regulate the cellular events involved in cell expansion associated with germination [7,21,22,23,24,25]. Ma et al. [22] demonstrated that a mitochondria-localized small heat shock protein GhHSP24.7 induced the production of ROS by mitochondrial electron transport chain, which activated seed germination in response to temperature. Leymarie et al. [26] revealed that ROS were first localized within the cytoplasm upon the imbibition of non-dormant seeds, then in the nucleus, and finally in the cell wall, suggesting that ROS production was spatio-temporally regulated, and ROS played different roles during seed germination.

High seed vigor is important for agricultural production due to the associated potential for increased growth and productivity. Seed vigor is often controlled by numerous minor genes and affected by multiple factors such as genetic and physical purity, mechanical damage, and physiological conditions [27]. Li et al. (2017) [14] reported that seed priming with salicylic acid and H_2_O_2_ synergistically promoted hormone metabolism and signal transduction, enhancing energy supply and antioxidant enzyme activities under chilling stress, which are closely relevant to chilling injury alleviation and chilling-tolerance improvement in maize seed. Cao et al. (2019) [28] revealed that seed priming with melatonin improved waxy maize seed germination under chilling stress through improving the antioxidant system and starch metabolism, which protected from oxidative damage. Using an artificial aging strategy, Han et al. (2014) [27] identified sixty-five QTLs using single-nucleotide polymorphism markers to map quantitative trait loci (QTLs) in two connected recombinant inbred line maize populations. The candidate genes were involved in the glycolytic pathway, protein metabolism, and signal transduction. Another study based on a high-density genetic map constructed from a 148 BC_4_F_3_ population identified 18 QTLs, and a stable QTL was detected on chromosome 10 with four candidate genes (GRMZM2G074309, GRMZM2G117319, GRMZM2G465812, and GRMZM2G343519), which may be related to seed vigor after artificial aging [29]. Hu et al. (2016) [30] used 243 lines of the intermated B73 × Mo17 recombinant inbred line population for QTL analysis of low-temperature germination ability. Six QTLs controlling low-temperature germination rate were detected on chromosomes 4, 5, 6, 7, and 9, and contribution rate of single QTL explained between 3.39~11.29%. Zhang et al. (2021) [31] performed GWAS on 300 inbred lines genotyped by 43,943 single nucleotide polymorphisms, and a total of 15 significant SNPs were identified to correlate with seed germination under cold stress. Four candidate gene models (Zm00001d010454, Zm00001d010458, Zm00001d010459, and Zm00001d050021) were previously reported to involve plant tolerance to chilling stress and other abiotic stress. All of the findings facilitate the understanding of genetic and molecular mechanisms underlying seed vigor in maize.

Due to the linkage disequilibrium (LD) and the uneven marker distribution in the maize genome, the candidate genes could only be mapped into a roughly large genomic region. Comparative transcriptome analysis provides a global view and an efficient way to further anchor the candidates through the evaluation of gene expression between two contrasting lines. In this study, to decipher the genetic basis underlying seed germination speed in maize, we combined the comparative transcriptomic approach and GWAS to identify the potential causal genes. We divided the germination process into six time points and investigated the time-series transcriptome differences within/between the two lines. Next, we performed GWAS using a 72-3/F9721 derived F_2_ population to identify the underlying genomic locus. Potential candidate genes were annotated and integrated with DEGs from the transcriptome study. This study will guide further exploration of genes responsible for seed germination speed and facilitate marker-assisted selection for breeding rapid germinated lines.

## 2. Materials and Methods

### 2.1. Materials and Germination Assays

To screen materials with different seed germination speed, we initially assessed 1400 inbred maize lines from diverse ecological regions. These inbred lines were planted under the same field conditions in Beijing in the summer of 2016 to remove age and maternal effects in the seeds, and the seeds were harvested at the mature stage with a black layer. For the germination test, 50 uniform seeds from the middle of the ear were first sterilized with 0.1% H_2_O_2_ for 10 min and then rinsed with sterilized water three times. After that, the seeds with the embryo upward were evenly placed in a Petri dish (diameter = 15 cm) on four layers of sterile filter paper moistened with 15 mL sterilized water. The Petri dishes were then incubated in a light incubator with a constant temperature of 28 °C under a 16/8 h (light/dark) photoperiod. An additional 5 mL of sterilized water was added to the Petri dishes every 12 h during the germination process. The seeds were recognized as germinated after radicle emergence of 0.5 mm. Finally, two inbred lines 72-3 and F9721, which showed uniform germination but strikingly different germination speed, were selected as the plant materials. It took 24 h for line 72-3 and 48 h for line F9721 to achieve a 96~100% germination rate.

### 2.2. Measurement of Total Soluble Sugar and Amylase Activity in Germinating Seeds

For soluble sugar content measurement, 1 mL 80% ethanol was added to 0.1 g of seed flour in a 2 mL tube and incubated for 30 min at 75 °C. The above extraction was repeated twice, and all of the supernatant was transferred to a 15 mL centrifuge tube and diluted to 10 mL with ddH_2_O. Colorimetric method of anthrone and sulfuric acid was used to determine the soluble sugar. In brief, 5 mL anthrone and sulfuric acid solution (1 g anthrone in 100 mL sulfuric acid) was added to a 0.5 mL extract in a 10 mL tube and incubated for 2 min at 100 °C. The content of soluble sugar was detected at 630 nm, and quantified as the ratio in 0.1 g flour (%). Amylase extraction and activity measurement was performed following the Amylase Activity Assay Kit (Solarbio; Catalog NO: BC2040). A sample of 0.1 g of tissues was ground into a fine power and then the samples were extracted according to the instruction, and the activity of amylase was detected at 540 nm. Three replicates were set for all measurements.

### 2.3. ABA, GA, and ROS Measurement

For the GA and ABA measurements, 1 g samples were immediately frozen and ground in liquid nitrogen. The ground tissue was extracted with 1 mL of isopropanol/ddH_2_O/hydrochloric acid (V/V/V = 2:1:0.002) extraction solution in a 2 mL tube and incubated for one hour at 4 °C. Then, 1 mL of dichloromethane was added and shaken at 4 °C for one hour. Samples were centrifuged at 13,000 rpm for 20 min at 4 °C, and the supernatant was collected and dried under nitrogen gas. The content of GA or ABA measurements was performed following the instructions in the GA ELISA Kit (Abmart; Catalog No: AB-C11479B) or ABA ELISA Kit (Abmart; Catalog NO: AB-2278B). Three biological replicates were performed for all measurements.

Seed ROS was evaluated as previously described by [32]. To detect hydrogen peroxide (H_2_O_2_), the germinating seeds were cut longitudinally and incubated in the 3, 3′-diaminobenzidine (DAB) solution (1 mg·mL^−1^ DAB in 50 mM Tris-HCl buffer, pH 5.0) in the dark for 16 h. The DAB solutions were replaced with bleaching (70% ethanol) at room temperature after incubation. The DAB staining seeds were shown, and the relative staining intensity was quantified with ImageJ software (https://imagej.nih.gov/ij/index.html; 20 December 2021). Three biological replicates were performed for all measurements.

### 2.4. RNA Sequencing, Differential Gene Expression Analysis, and Enrichment Analysis

To prepare for the transcriptome sequencing, we performed a germination test of the two lines under the same conditions. Fifty uniform seeds from the middle of the ear were placed in a Petri dish (diameter = 15 cm) for the germination test. Three replicates from three different ears were set. For 72-3, germinating seeds at four time points (0, 6, 12, 24 h after imbibition, HAI) were sampled while six time points (0, 6, 12, 24, 36, 48 HAI) of F9721 were sampled for RNA sequencing. Five germinating seeds were sampled for each time point and the whole seeds were used for RNA extraction. Total RNA was extracted using an RNA Easy Fast Kit DP452 (TianGen BioTech Beijing Corporation, Beijing, China). RNA purity, concentration, and integrity were determined using a Nano-Drop TM 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Libraries of each RNA sample were constructed using Illumina Truseq RNA Sample Prep Kits. The paired-end of 125 bp sequencing was performed with an Illumina HiSeq2500 sequencer. Adapter trimming and low-quality read removing were performed using Fastp software [33]. Reads were aligned to the B73 AGPv4 reference genome (http://www.maizegdb.org/; 7 January 2022) using the Hisat2 aligner [34], removing the 5′ and 3′ low-quality bases. A python module HTSeq was used to quantify the number of reads mapped on a gene with union mode [35]. Raw gene count data were filtered with at least one read and counted across all samples for each gene. Transcripts per million (TPM) values were generated using R software (https://www.r-project.org; 15 December 2021). Differentially expressed gene (DEG) analysis between samples was performed using DESeq2 [36]. DEGs were classified as the adjusted *p*-value ≤ 0.01 and fold change of |log_2_ Ratio| ≥ 2 after correction for multiple testing. Normalized values of all samples were used to compute Pearson correlation coefficients and principal components analysis (PCA). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was subjected to the KOBAS (http://kobas.cbi.pku.edu.cn; 1 January 2022) to determine the pathways the DEGs are involved in [37]. The AgriGO online website (http://systemsbiology.cau.edu.cn/agriGOv2/; 5 January 2022) was used to perform Gene Ontology analysis. Adjusted *p*-value less than 0.05 was the threshold to determine the statistical significance. The results were visualized using the R ggplot2 package.

### 2.5. SNP Genotyping and GWAS of Genomic Locus for Germination Speed Variation

To identify the genetic locus controlling the speed of seed germination, we generated an F_2_ segregating population with 72-3 as the female parent and F9721 as the male. We performed the germination test using more than 8000 seeds to screen for the fast and slow germinating seeds. In detail, we selected the earliest germinated seeds from the 50 seeds in each Petri dish as the fast germinated individuals. After taking out the fast ones, the remaining seeds were placed back in the incubator, continuing germination. The last germinated seeds from each dish were considered as the slow germinated ones. Finally, we selected total 77 individuals and ten pools as fast, while 78 individuals and five pools were slow. Each pool consisted of ten individuals. A total of 172 samples including the two parental lines were obtained for genotyping. Seed DNA was extracted using an effective genome DNA Extraction Kit (DP350, TianGen BioTech Beijing Corporation, Beijing, China). DNA quality was checked by Nano-Drop 2000 spectrophotometer. Qualified sample DNA was genotyped by Beijing Compass Biotechnology Corporation with an Axiom Maize 56K SNP Array platform. The quality control of SNPs was conducted using PLINK [38]. Markers with minor allele frequency less than 0.01 and missing data greater than 10% were removed, giving a total of 21,303 high-quality SNPs for the population structure analysis and subsequent association mapping.

To exclude the influence of population structure and individual affiliation, PCAs and kinship matrix were calculated using GAPIT3 [39], which were then applied in the linear mixed models. To evaluate the population structure, GLM, CMLM, FarmCPU, and BLINK models were respectively used for the association analysis. The value of fast germinated lines/pools was coded as 1, while the slow germinated lines/pools were 0. The first three principal contents (PCs) were applied as a fixed effect, and an individual kinship matrix was incorporated as a random effect in the CMLM model. The significant association between markers and trait greater than the threshold of −log_10_ (0.05/21,303) = 5.6 was set to reduce the possible false-positive associations. The Manhattan plot and quantile-quantile (Q-Q) plot were visualized by R package ‘CMplot’ [40]. We narrowed the candidate locus into a 2 Mb region with the most significant SNP as the midpoint due to the high LD in the F_2_ population.

## 3. Results

### 3.1. Characterization of Seed Germination Status in the Two Inbred Maize Lines

We performed preliminary germination tests in 1400 inbred maize lines from diverse ecological regions. The two lines 72-3 and F9721 showed uniform and stable seed germination but with a significantly divergent germination speed of 24 HAI for line 72-3 and 48 HAI for line F9721 (Figure 1a). To investigate the physiological process of seed germination, we measured the fresh seed weight, amylase activity, total soluble sugar content, ROS activity as well as ABA and GA content of the two lines at six consecutive stages (0, 6, 12, 24, 36, and 48 HAI) (Figure 1b). The fresh seed weight of both lines showed continuous increase during imbibition and the fresh weight of 72-3 was consistently higher than that of F9721. In both lines, rapid water uptake occurred within 6 HAI, followed by limited water absorption in the subsequent stages. There was a stable increase in amylase activity in 72-3 after 6 HAI while the increase happened at 24 HAI in F9721, which seemed consistent with the rapid activation of starch degradation in endosperms. The soluble sugar content (%) of 72-3 was higher than that of F9721 after 6 HAI, which is consistent with the dynamic of amylase activity. Meanwhile, we detected the rapid increase in soluble sugar content (%) in 12 HAI of 72-3 and delayed to 24 HAI in F9721. We observed a decrease in ABA content during the germination process of both lines but a significantly lower level of ABA was detected in 72-3 than F9721, confirming the antagonistic role of ABA in seed germination. In contrast, we observed a sharp increase in GA content in the 12 HAI 72-3, which was delayed to 36 HAI in F9721. Taken together, we inferred that 12 HAI was the crucial stage for the activation of metabolism in 72-3, which was delayed to 24 or 36 HAI in F9721. Its worth noting that ROS activity of the two lines demonstrated an obvious increase with the progress of imbibition, and a significantly higher level of ROS activity in 72-3 was detected during the whole germination process (Figure 1c,d). The results may reveal a tight correlation of redox homeostasis with the divergent germination speed between 72-3 and F9721.

### 3.2. Transcriptome Dynamics during the Germination Process of 72-3 and F9721

To study the overall transcriptome dynamics during seed germination, we undertook a time-series transcriptome study of the germinating seeds in 72-3 (0, 6, 12, 24 HAI) and F9721 (0, 6, 12, 24, 36, 48 HAI). 

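RNA from whole germinating seeds was sequenced at 10 combinations of line and time, with 3 libraries for each and 30 libraries in total. 72-3 is the fast-germinating and F9721 the slow-germinating inbred line, HAI stands for hours after imbibition, and the 0 HAI libraries come from dry seeds. The authors trimmed the reads with fastp, aligned them to the B73 AGPv4 genome with Hisat2 and counted them on genes with HTSeq in union mode, and they deposited the counts per gene without normalization together with TPM values. The counting sets aside reads that overlap several genes, and its totals list no reads that aligned at several places, so genes with a near-identical copy or an overlapping neighbour can be undercounted by an amount the counts do not show. The text does not state whether the counting used the strand of the reads, so genes with an antisense neighbour are uncertain too. In 72-3 the total counted on genes was 8493523 to 8807889 per library at 0 HAI (median 8647225), 8080968 to 10939417 at 6 HAI (median 10114588), 9161046 to 13604455 at 12 HAI (median 10706871) and 10147128 to 14192708 at 24 HAI (median 12187617). In F9721 it was 9237657 to 10750818 at 0 HAI (median 9776313), 9917072 to 12360000 at 6 HAI (median 12133796) and 11422566 to 13648909 at 12 HAI (median 13596647). The later F9721 libraries held 10835458 to 12248999 counts at 24 HAI (median 11227586), 10752304 to 12138682 at 36 HAI (median 11298146) and 9709825 to 11075023 at 48 HAI (median 11062615). The paper's own depth, in read pairs per library, runs from 11655657 to 17835078, and the values here use the counts on genes. At these depths a count of 0 in the smallest library allows up to 0.398 CPM (counts relative to the scaled library size, per 1000000), taking 3 counts as the limit, and such limits cover counting error only. The 3 replicates of every group differed by more than counting noise, with a chi-square per gene of at least 2.26 between them. From the counts, library sizes were scaled with edgeR's TMM method, and all 30 libraries were fitted in 1 quasi-likelihood model with a mean for each group, so that the groups share an estimate of the spread for each gene. The test covered the 34746 of 39005 genes with at least 1 read over all libraries. A DEG had an adjusted p of at most 0.01 (Benjamini-Hochberg) and an absolute log2 fold change of at least 2, the thresholds of the paper's methods. The choices that could change the counts of DEGs are the scaling, the filter on low counts, the tool, the set of libraries in the fit and the threshold on the adjusted p.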

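The paper reports that 92.66% to 95.62% of the reads of the 12 72-3 libraries and 88.17% to 91.2% of the reads of the 18 F9721 libraries mapped (Supplementary Table S1). The means of these rates were 93.6% ± 0.959 (SD, n = 12) and 89.6% ± 0.999 (SD, n = 18). The rate was 4.00 percentage points higher in 72-3, and the ranges of the lines did not overlap (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Of the read pairs the paper lists, 58.2% to 86.7% in 72-3 and 60.1% to 83.7% in F9721 were counted on a gene in the deposited tables. Reads that aligned outside annotated genes made up 5.59% to 20.9% of the reads the counting tallied, with medians of 14.5% at 0 HAI and 7.00% at 24 HAI in 72-3 and of 11.6% at 0 HAI and 7.30% at 48 HAI in F9721. Reads that overlapped several genes made up 1.60% to 2.11%. No sequencing date or batch is given for these libraries, so the rates could not be compared within batches.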

Clean reads were well mapped to the B73 APGv4 reference genome (Supplementary Table S1). 

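The libraries were compared on log2(CPM + 1) values of the 22184 genes with a mean log2 CPM of at least 0. Pearson correlations are across genes, which are not independent replicates. Within a group, the 30 pairs of replicates had r from 0.921 to 0.994 with a median of 0.988. The 189 pairs of libraries of the same line at different times had r from 0.655 to 0.980 (median 0.877), and the 216 pairs from different lines had r from 0.581 to 0.878 (median 0.787). Every pair of replicates was thus more alike than any pair of libraries of different lines, while the lowest values within a group lay inside the range between time points. These lowest values were 0.921 in 72-3 at 24 HAI, 0.957 in F9721 at 48 HAI and 0.959 in F9721 at 36 HAI. In a principal component analysis the first component held 49.5% of the variance and the second component 28.1%. The group means on the first component rose with time, from -120.17 at 0 HAI to 106.78 at 24 HAI in 72-3 and from -88.98 at 0 HAI to 149.43 at 48 HAI in F9721. The second component separated the lines, with group means from 68.73 to 111.67 in 72-3 and from -79.61 to -15.04 in F9721. A smaller pseudocount of 0.1 moved the median within groups most, to 0.982.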

PCA of the 30 samples and Pearson correlation analysis showed dynamic divergence between different groups and high correlation within each group (Supplementary Figure S1a,b). We then analyzed the DEGs between the imbibing seeds (6, 12, 24, 36, 48 HAI) and the dry seeds (0 HAI) during the germination process. 

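Against the dry seeds of the same line, 505 DEGs were found in 72-3 at 6 HAI (501 higher and 4 lower than in dry seeds), 2072 at 12 HAI (1946 higher, 126 lower) and 7593 at 24 HAI (4900 higher, 2693 lower). In F9721 there were 485 DEGs at 6 HAI (479 higher, 6 lower), 1445 at 12 HAI (1391 higher, 54 lower) and 3714 at 24 HAI (2769 higher, 945 lower). F9721 reached 6528 DEGs at 36 HAI (3646 higher, 2882 lower) and 7482 at 48 HAI (4467 higher, 3015 lower). Of the alternatives set in advance that kept all libraries, an adjusted p of at most 0.001 moved the counts at 6 and 12 HAI of 72-3 most, to 356 and 1637. DESeq2 on the libraries of 72-3 alone with an adjusted p of at most 1e-06, chosen after the values were seen, moved them further, to 223 and 929. The files do not pair most gene identifiers with names, so the genes with the smallest p in each direction at 12 HAI are given by identifier. In 72-3, Zm00001d042104 rose at least 524-fold, from at most 2 counts in every dry seed library to between 2406 and 2725 counts. Zm00001d027557 rose in both lines, with a log2 fold change of 6.52 (standard error 0.23, adjusted p = 7.25e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in 72-3 and of 4.56 (standard error 0.20, adjusted p = 4.56e-15 from the same edgeR test) in F9721. Its normalized level at 12 HAI was 355 ± 54.1 CPM (SD, n = 3) in 72-3 and 144 ± 11.0 CPM (SD, n = 3) in F9721. The genes that fell in 72-3 with the smallest p were Zm00001d027472, with a log2 fold change of -2.10 (standard error 0.15), and Zm00001d035476, with -2.32 (standard error 0.18). In F9721, Zm00001d031666 rose by 4.42 on the log2 scale (standard error 0.18), while Zm00001d025059 changed by -3.31 (standard error 0.25) and Zm00001d018738 by -3.79 (standard error 0.34). All of these genes remained DEGs in each of the 6 fits that left out 1 of the libraries compared.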

There were respectively 321 (6 vs. 0 HAI), 1862 (12 vs. 0 HAI) and 6969 (24 vs. 0 HAI) DEGs for 72-3 while there were 321 (6 vs. 0 HAI), 809 (12 vs. 0 HAI), 2301 (24 vs. 0 HAI), 4394 (36 vs. 0 HAI), and 5023 (48 vs. 0 HAI) DEGs for F9721 (Supplementary Figure S2a–h). The results showed a consistent increase in DEGs with the progress of germination, and the relatively less DEGs (321 genes) between 6 HAI and 0 HAI in both lines suggested a similar biological status between early imbibing seeds and dry seeds. Additionally, the number of DEGs in 12 HAI 72-3 was much higher than that of F9721, but close to 24 HAI F9721, indicating that 12 HAI might be the critical stage underlying the germination speed divergence between the two lines.

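Over all expressed genes, the median absolute log2 fold change against dry seeds was 0.24 at 6 HAI, 0.61 at 12 HAI and 1.16 at 24 HAI in 72-3. In F9721 it was 0.22 at 6 HAI, 0.48 at 12 HAI, 0.81 at 24 HAI, 1.07 at 36 HAI and 1.13 at 48 HAI. Nearly all DEGs at 6 HAI were higher than in dry seeds, 99.2% of them in 72-3 and 98.8% in F9721, against 64.5% at 24 HAI in 72-3 and 59.7% at 48 HAI in F9721. Of the DEGs at 6 HAI, 233 were called in both lines in the same direction, and the lines share no library in these comparisons. The count of 72-3 at 6 HAI depended on a single library, since 272 DEGs were found without replicate 2 of 6 HAI. Leaving out each of the other libraries compared gave between 350 and 591 DEGs in 72-3, and between 381 and 514 in F9721. From the small number of DEGs at 6 HAI in both lines, the paper proposes that early imbibing seeds are close to dry seeds in their biological status.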

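72-3 had 1.43 times as many DEGs at 12 HAI as F9721 at the same time, and the ratio stayed between 1.34 and 1.48 with DESeq2, with DESeq2's size factors, with the filter filterByExpr, with a replicate block and with a fit on only the groups compared, and it was 1.41 with an adjusted p of at most 0.001. It fell to 1.11 with DESeq2 on the libraries of each line alone and an adjusted p of at most 1e-06, which was chosen after the values were seen. In edgeR it ran from 1.15 to 1.69 over the 12 fits that each left out 1 library. Each of these ratios set the reduced count of a line against the count of the other line with all libraries. Part of this range is therefore the loss of a library. Of the DEGs of 72-3 at 12 HAI, 790 were also DEGs of F9721 at 12 HAI in the same direction, and 1226 were DEGs of F9721 at 24 HAI, 1221 at 36 HAI and 1338 at 48 HAI in the same direction. As a count this overlap is not highest at 24 HAI. The F9721 lists grew from 3714 DEGs at 24 HAI to 6528 at 36 HAI and 7482 at 48 HAI, so the counts do not rank these times. A further 1279 genes were DEGs at 12 HAI in 72-3 only, and 83.1% of these changed in the same direction in F9721 at 12 HAI. The difference between the lines in the change from 0 to 12 HAI was tested as an interaction of line and time, which called 380 genes, 221 with a larger increase or smaller decrease in 72-3 and 159 the other way. Of the 1279 genes, 168 (13.1%) were among them. This share is limited by the threshold, since a call needs the changes of the lines to differ by at least 2 on the log2 scale. All DEGs of 72-3 at 12 HAI had a median absolute log2 fold change of 3.137. Taken in the same direction, their median in F9721 at 12 HAI was 1.801. A low share therefore does not show that the lines changed alike. To compare the time courses, the log2 fold changes of 72-3 against its dry seeds were correlated across genes with those of F9721 against its own. 72-3 at 12 HAI had r = 0.521 with F9721 at 6 HAI, 0.646 at 12 HAI, 0.708 at 24 HAI, 0.624 at 36 HAI and 0.630 at 48 HAI. F9721 at 24 HAI was also the closest time point under each of 4 other settings and in each of 24 fits that left out 1 library. Its lead over 12 HAI was smallest with the deposited TPM values (0.732 against 0.719). Without replicate 1 of 72-3 at 12 HAI it was also small (0.678 against 0.653). These correlations have no test of their own, since genes are not independent replicates. The paper reasons from the larger number of DEGs in 72-3 at 12 HAI, which it finds close to that of F9721 at 24 HAI. From this it proposes 12 HAI as the critical stage for the divergence in germination speed. That closeness was not found here, where the 2072 DEGs of 72-3 lay nearer to the 1445 of F9721 at 12 HAI than to its 3714 at 24 HAI. The paper also draws on the timing of amylase, sugar, GA and enriched pathways, which were not analysed here.

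**Figure D1:**
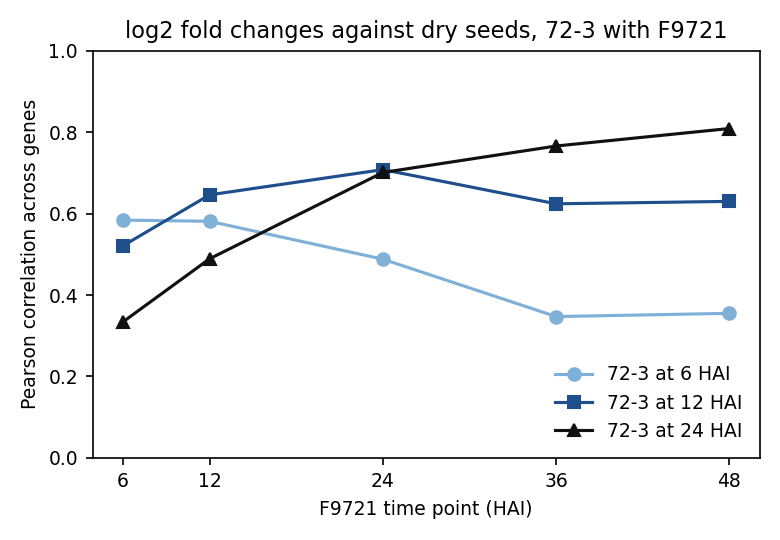
Pearson correlation across 22184 genes (vertical axis) between the log2 fold changes against dry seeds of 72-3 at 6, 12 and 24 HAI (lines with circles, squares and triangles) and those of F9721 at each time point (horizontal axis, hours after imbibition). The curve of 72-3 at 12 HAI is highest at 24 HAI of F9721 (0.708) and that of 24 HAI at 48 HAI (0.809), while that of 6 HAI is nearly level between 6 HAI (0.584) and 12 HAI (0.581), and by rank correlation it is highest at 12 HAI (0.511 against 0.451 at 6 HAI).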

To gain further insight into the biological pathways these DEGs are involved in, we performed KEGG analysis at each time point (Figure 2a,b). For 6 HAI at early imbibition, DEGs were mainly enriched in the processes of glutathione metabolism, hormone signal transduction, and phenylpropanoid biosynthesis in both lines, which may reflect the break of dormancy and initiation of imbibition. We also detected two additional pathways of brassinosteroid biosynthesis and alpha-linolenic acid metabolism enriched in 6 HAI of 72-3, but were delayed to 12 HAI in F9721, which may imply the correlation of these pathways with the germination divergence of the two lines. At 12 HAI, the two lines showed enrichment in processes of hormone signal transduction, phenylpropanoid biosynthesis, plant–pathogen interaction, fatty acid elongation, and alpha-linolenic acid metabolism, which revealed the initiation of germination in both lines. Notably, starch and sucrose metabolism, the typical germination events providing the primary sugar source for embryo growth, was highly enriched in 12 HAI of 72-3 but delayed to 24 HAI of F9721. This further strengthened our judgement that 12 HAI was the major stage controlling the divergent germination speed of 72-3 and F9721. At 24 HAI when 72-3 germinated but F9721 was still under imbibition, DEGs of both lines were enriched in the processes including hormone signal transduction, starch and sucrose metabolism, fatty acid elongation, amino sugar and nucleotide sugar metabolism, and pyruvate, which reflected an overall activation of metabolic pathways and physiological processes required for germination. Consistent with the fast germination of 72-3, we also detected that four pathways occurred in 24 HAI of 72-3, but delayed to 36 HAI in F9721 (i.e., DNA replication, linolenic acid metabolism, cutin, suberine, and wax biosynthesis as well as phenylpropanoid biosynthesis), which were required for the growth of the embryo and the rapid morphogenesis of seedlings. For 36 and 48 HAI of F9721, DEGs were enriched in similar pathways such as those in 24 HAI of 72-3, from which we inferred that germination of F9721 was actually started-up in 36 HAI seeds, even if we could not observe the protrusion of the radicle.

### 3.3. Time-Series Analysis of DEGs between 72-3 and F9721

To investigate the genetic basis underlying the divergence of germination speed between 72-3 and F9721, we conducted a time-series transcriptome comparison between the two lines at 0, 6, 12, and 24 HAI. As expected, a large number of DEGs were detected across the four time points and the DEG number (72-3 vs. F9721) was markedly increased at 12 HAI and 24 HAI (i.e., 4174 genes (2121 up and 2053 down) at 12 HAI and 5460 genes (2860 up and 2600 down) at 24 HAI) (Figure 3a and Supplementary Figure S3a–d). 

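Between the lines, 3841 genes were DEGs in dry seeds and 3934 at 6 HAI (1919 higher and 2015 lower in 72-3). At 12 HAI there were 4699 DEGs (2412 higher and 2287 lower in 72-3) and at 24 HAI 6422 (3409 higher, 3013 lower). An adjusted p of at most 0.001 moved the first 3 counts most, to 3100, 3204 and 3896, and a fit on only the 2 groups compared moved the count at 24 HAI most, to 5316. Leaving out 1 library at a time gave between 4120 and 4526 DEGs at 12 HAI and between 5867 and 6843 at 24 HAI. Of the DEGs at 12 HAI, 2740 (58.3%) were DEGs in the same direction at 0 HAI, with no library in common, and 1955 were not DEGs at 0 HAI. Among the genes with the smallest p at 12 HAI, Zm00001d028330 was at least 305-fold higher in 72-3, with 676 to 1498 counts against 0 counts in every F9721 library, and Zm00001d012797 was at least 478-fold higher. Zm00001d041746 had a log2 fold change of -7.55 (standard error 0.22, adjusted p = 4.02e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its value rests on 3 to 4 counts per library in 72-3, near the limit of detection, against 647 to 710 in F9721. Zm00001d012064 was at least 96.3-fold lower in 72-3. The files do not pair these identifiers with names. A gene that is absent from a line, or too different there for its reads to align to B73, would give the same values as one that is not expressed.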

KEGG analysis were then performed to investigate the pathways those DEGs participated in (Figure 3b). At 0 HAI and 6 HAI, the DEGs was equally distributed and enriched in three main pathways: metabolic pathways, biosynthesis of secondary metabolites, and oxidoreductase activity pathways. At 12 HAI, besides the three main pathways, hormone signal transduction, photosynthesis, and amino acid transporter activity pathways were also enriched. Interestingly, the markedly enriched metabolic and biosynthesis of secondary metabolite pathways at 0, 6, and 12 HAI were not detected at 24 HAI, and this could be explained by the fact that the metabolic pathways required for germination were activated in F9721 at 24 HAI. These results further proved that 12 HAI and 24 HAI were respectively the crucial stages for the start-up of germination for 72-3 and F9721, and 12 HAI is likely to be the major stage for the germination speed divergence of the two lines. Additionally, the oxidoreductase activity pathway was markedly detected across the four time points. Combined with the fact that ROS activity was substantially higher in 72-3 than F9721 during the whole germination process, we concluded that ROS homeostasis plays an essential role in the divergence of germination speed between 72-3 and F9721.

### 3.4. GWAS of Candidate Locus Responsible for Seed Germination Variation

To elucidate the genetic locus underlying the germination speed divergence, we developed an F_2_ segregating population using line 72-3 as the female parent and line F9721 as the male. The individuals showed dynamic germination speed, and the ones with extremely fast and slow germination speed were strictly selected as the candidates for DNA extraction and SNP genotyping (Figure 4a). In total, 172 samples including the two parental lines were genotyped with an Axiom Maize 56K SNP Array platform. There was a total of 21,303 SNP loci used for the association analysis after the filtration of those loci with minor allele frequency and missing rate. We tested different association models from the GAPIT3 package to obtain the significant marker-trait associations. GLM and CMLM models are two single-locus models, and CMLM accounts for both population structure and relatedness while GLM considered only the population structure. Additionally, we employed two multi-locus models, FarmCPU and BLINK, to improve the statistic power. PCA of population structure showed no prominent cluster of individuals while the kinship matrix showed two main clusters in the population (Figure 4b,c).

Q-Q plot showed that CMLM, FarmCPU, and BLINK could significantly reduce the false positives in the association test (Figure 4d). Using the standard of −log_10_ (0.05/21303) ≥5.6, both single-locus and multi-locus analyses mapped one significant locus with the leading SNP AX-91332814 located on chromosome 1, explaining 10.63% of phenotypic variation (Figure 4e). Due to the high LD decay in the F_2_ population, we finally designated the 2 Mb region surrounding AX-91332814 (1 Mb upstream and 1 Mb downstream) as the candidate locus. In total, 87 protein-coding genes were proposed according to the B73 APGv4 reference genome. 

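All 87 genes of Supplementary Table S2 are in the count tables, and 82 of them had a read. At 12 HAI, 7 of these were DEGs between the lines when adjusted over all genes tested, and 7 when adjusted over the list alone. This is 8.54% of the list genes tested, against 13.54% of the other 34664 genes, a difference that the counts do not separate (Fisher's exact test, two-sided p = 0.255, odds ratio 0.60). Within the list, 6 genes were DEGs at 0 HAI, 6 at 6 HAI and 13 at 24 HAI, and 4 of the 7 were also DEGs in the same direction at 0 HAI. The adjusted p values that follow are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Zm00001d027300 (protein PAIR1) had a log2 fold change of -2.62 (standard error 0.24, adjusted p = 4.67e-10 in edgeR), with 0.988 ± 0.179 CPM in 72-3 and 6.00 ± 0.606 CPM in F9721 (SD, n = 3 each). Zm00001d027332 (noLTP) had a log2 fold change of -3.43 (standard error 0.44, adjusted p = 2.51e-07 in edgeR) and rested on 4 to 13 counts per library in 72-3. Zm00001d027366 (PEX11-1) had -2.22 (standard error 0.20, adjusted p = 4.47e-10 in edgeR), with 3.97 ± 0.719 and 18.4 ± 0.542 CPM (SD, n = 3 each). Zm00001d027313 (hydrolase protein 32) was higher in 72-3, with a log2 fold change of 2.22 (standard error 0.42, adjusted p = 3.44e-05 in edgeR). The LysM gene Zm00001d027325 was not a DEG, with a log2 fold change of -0.16 (standard error 0.18, adjusted p = 0.524 in edgeR) and 11.4 ± 1.79 CPM in 72-3 against 12.7 ± 1.83 CPM in F9721 (SD, n = 3 each). On the deposited TPM values its order was the other way, at 9.93 ± 1.21 in 72-3 and 7.66 ± 1.65 in F9721 (SD, n = 3 each). Zm00001d027366 had 3.88 ± 0.502 TPM in 72-3 and 12.4 ± 1.41 TPM in F9721 (SD, n = 3 each), a smaller difference than on CPM. Each candidate gene of Figure 5 with counts in both lines moved toward 72-3 on TPM. This narrows the difference for DEGs lower in 72-3 and widens it for those higher there. The other 3 DEGs are Zm00001d011289, Zm00001d012623 and Zm00001d048502. All 7 remained DEGs in each of the 6 fits that left out 1 library at 12 HAI, and 3 of these fits called an 8th gene, Zm00001d027292, which is named after its values were seen.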

To determine the causal genes, we integrated the 87 genes with DEGs of 12 HAI and found seven genes showing significantly differential expression (Figure 5). After evaluation of the gene expression pattern and potential function synteny with model plants including rice and *Arabidopsis*, we finally mapped three candidate genes for maize germination speed variation and their putative biological function was listed (Supplementary Table S2).

## 4. Discussion

Seed germination is one of the most crucial stages in the plant life cycle. Uniform and rapid germination plays a critical role in subsequent plant development and yield improvement. Thus, massive agricultural techniques such as priming and seed coating have been developed to improve seed germination performance in maize cultivation [14,28,41]. Seed germination is completed by radicle emergence, which is determined by the balance of the growth potential of the embryo and the mechanical resistance of the covering tissues such as the endosperm and the testa [8]. An active embryo cannot emerge until the barrier of the covering tissues are overcome, which coordinately control the seed germination speed. For different inbred lines, maize demonstrated great variations in seed germination speed, however, the underlying genetic basis have not yet been identified. This may be attributed to the complexity of the rapid transition process from dry seeds to seedlings within a short time period and the difficulty in the phenotyping of field germinating seeds. Using a water culture method, we preliminarily screened 1400 diverse inbred lines from different ecological regions and found that they demonstrated great variations in both germination rate and germination speed, ranging from 20 h to 80 h to achieve a ≥90% germination rate. We finally selected two elite inbred lines 72-3 and F9721 as the plant materials due to their uniform and high germination rate (96–100%), but with markedly divergent germination speed of 24 h for 72-3 and 48 h for F9721.

Seed germination begins with rapid water imbibition by the quiescent dry seed, followed by a period with limited water uptake and terminates with the protrusion of radicle from the seed coat [8]. During seed desiccation, amino acids and sugars accumulate in mature, dry seeds, which will be used for seed germination. After seed imbibition, amino acids and related organic acid contents were increased continuously. The phosphorylated sugars, fructose-6-phosphate and glucose-6-phosphate, were extremely increased, indicating activation of catabolism [42]. In our study, we detected a significant increase in soluble sugar content during seed germination of both 72-3 and F9721, indicating the rapid activation of starch degradation in imbibing seeds. ROS such as hydrogen peroxide (H_2_O_2_), superoxide ion (O_2_•), and hydroxyl radicals (OH•) are normally produced during cell metabolism. ROS plays a dual role in plant physiological and developmental processes and resist stress, which depends on its concentration, physiological conditions, and the specificity of the process [43,44,45]. Verma et al. (2015) [46] postulated that H_2_O_2_ and ROS production during germination contributed to reserve mobilization through oxidative modifications of stored proteins, which may be recognized by storage organs as signals to mobilize reserves to the rapidly growing axis. Diaz-Vivancos et al. (2013) [47] concluded that ROS plays a vital role in seed proteome and transcriptome remodeling by selective oxidation, triggering dormancy release and germination. We showed that ROS activity of both 72-3 and F9721 was markedly increased with the progress of imbibition, and ROS activity was significantly higher in 72-3 than that in F9721, indicating a close relationship of redox homeostasis with germination speed discrepancy between 72-3 and F9721.

Previous studies have compared the transcriptome profiling between two maize inbred lines at two stages, revealing a markedly transcriptome changes between different lines as well as different stages [48]. In this study, we investigated the germination process of 72-3 and F9721 at six time points, combined with comparative transcriptome analysis, and recognized 12 HAI as the crucial stage for germination speed divergence between the two lines. The illustration of key stages for seed germination speed divergence will facilitate exploring potential genes responsible for germination speed variation. It was well documented that GA and ABA act antagonistically in regulating seed germination and that ABA and GA levels change substantially during seed imbibition. The biosynthesis of the two phytohormones are highly coordinated with the accumulation of GA and a reduction in ABA levels during seed germination [1,10,11,12,15,16,17]. We then checked the expression pattern of maize homologues to those *Arabidopsis* dormancy/germination-associated genes involved in the ABA and GA metabolism and signaling pathway (Figure 5). Among them, ABI3 and CYP707A2 contribute to ABA biosynthesis and thereby regulate seed dormancy release and subsequent germination [19]. ABI5 encodes a transcription factor playing crucial roles in seed germination by directly binding to the ABA-responsive element to regulate their expression and inhibit seed germination [49,50,51]. GIBBERELLIN 3-OXIDASE (GA3ox2) promotes GA biosynthesis and the DELLA protein REPRESSOR OF ga1-3-LIKE2 (RGL2) plays an important role in repressing seed germination by regulating GA signaling and mediating the interaction of GA and ABA during seed germination [52,53,54,55]. The initiation factor eIF4E was reported to regulate the translation of mRNAs during seed germination [56]. Maize Viviparous1 (VP1) is the ortholog of Arabidopsis ABI3 transcription factor that regulates seed development and germination through ABA signaling [57,58]. DELAY OF GERMINATION1 (DOG1) is a key gene required to induce and maintain seed dormancy by promoting ABI5 expression and depressing the activity of the PP2C phosphatases AHG1 and AHG3 [8,59,60,61,62,63,64]. All these genes were highly expressed in 72-3 and F9721 without significant difference, excluding their crucial roles in the determination of germination speed variation between the two lines. For the seven DEGs located in the GWAS locus, we also comprehensively investigated their expression pattern and putative biological function, and finally mapped the three most likely candidates with significantly differential expression between 72-3 and F9721. 

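The levels of Zm00001d011289, Zm00001d012623 and Zm00001d048502 differed between the lines at every time point sampled in both, with no overlap between the 72-3 and the F9721 libraries. For Zm00001d048502 a change of this difference between 0 and 12 HAI was not called (interaction log2 fold change 1.05, standard error 0.55, adjusted p = 0.319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Zm00001d011289 and Zm00001d012623 such a change could not be tested, because 72-3 has no counts for them at any time. Their normalized levels are low, with a highest group mean of 13.9 CPM for Zm00001d011289 in F9721 at 48 HAI. From their expression pattern and putative function the paper selects these 3, of the DEGs it places in the locus, as the most likely candidates. The identifiers of 68 list genes run from Zm00001d027292 to Zm00001d027371, and all 3 candidates lie outside this run. Gene positions were not at hand, so it was not checked whether these 3 lie in the locus.

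**Figure D2:**
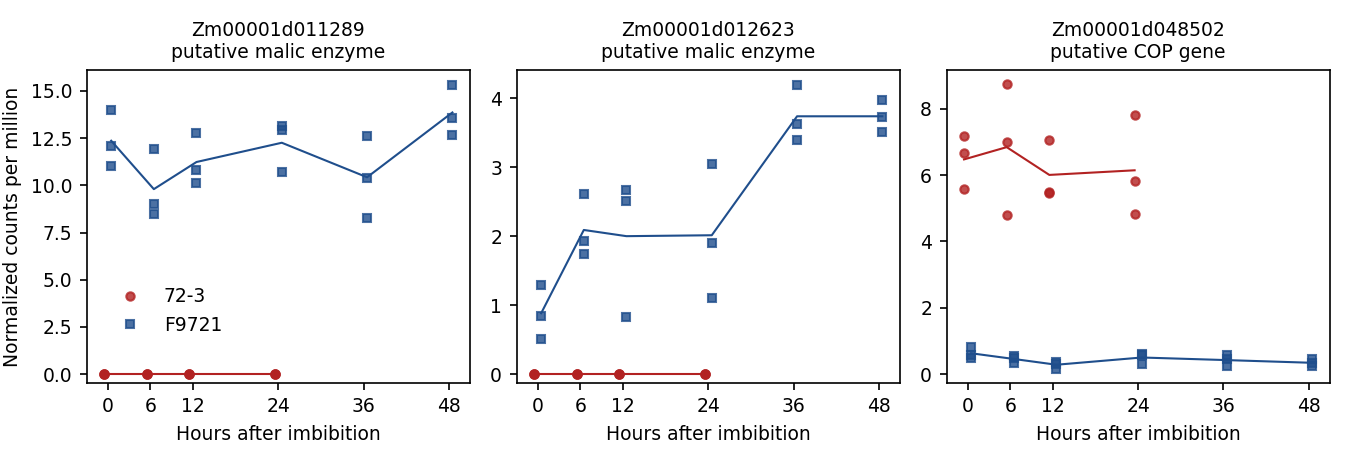
Normalized CPM (vertical axes, linear and with their own scale in each panel) of the candidate genes in every library against hours after imbibition, with circles for 72-3, squares for F9721 and lines through the means of 3 libraries. Zm00001d011289 and Zm00001d012623 lie at 0 counts in all 12 72-3 libraries, and Zm00001d048502 lies between 42 and 126 counts there and between 2 and 8 counts in the 18 F9721 libraries.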

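Zm00001d011289 had 0 counts in all 12 libraries of 72-3 and between 92 and 185 counts in the 18 libraries of F9721. At 12 HAI it had 11.2 ± 1.39 CPM (SD, n = 3) in F9721 and was at least 37-fold lower in 72-3 (adjusted p = 8.83e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zm00001d012623 also had 0 counts in all 12 libraries of 72-3, against 5 to 56 counts in F9721. Its level in F9721 at 12 HAI was 2.00 ± 1.01 CPM (SD, n = 3), from 9 to 32 counts per library, and it was at least 6.58-fold lower in 72-3 (adjusted p = 3e-06 from the same edgeR test). In F9721 its mean rose from 0.884 ± 0.396 CPM in dry seeds to 3.74 ± 0.235 CPM at 48 HAI (SD, n = 3 each). Neither gene was detectable at this depth in 72-3. The counts do not show whether these genes are silent in 72-3 or give no reads that align to B73.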

Zm00001d011289 and Zm00001d012623 both encode putative malic enzymes, catalyzing the oxidative decarboxylation of malate to pyruvate and are required to protect seeds against oxidation during seed dry storage [65]. Zm00001d048502 is a putative CONSTITUTIVE PHOTOMORPHOGENIC (COP) gene acting as a central regulator of seed dormancy and germination that functions in the light signaling pathway in Arabidopsis [66]. However, the function of the three genes needs further validation and the other four DEGs cannot be ruled out.

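Zm00001d048502 was higher in 72-3 at 12 HAI, with 6.01 ± 0.905 CPM against 0.284 ± 0.105 CPM in F9721 (SD, n = 3 each). The log2 fold change was 4.37 (standard error 0.34, adjusted p = 1.83e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 4.11 and 4.58 when each library was left out in turn. The value in F9721 rests on 2 to 4 counts per library, against 54 to 108 in 72-3.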

Seeds accumulate mRNAs during seed maturation, which are known as ‘stored mRNAs’ or ‘long-lived mRNAs’ due to their ability to remain translatable over extended periods of time even under stress conditions [67,68]. On imbibition, seeds transform from a quiescent dry state to a fully active metabolic state, and selectively translate subsets of these stored mRNAs during seed germination [69,70,71]. Stored mRNAs are found in most angiosperms and are believed to be crucial for protein synthesis during seed germination. Microarray analysis has detected more than 12,000 and 17,000 different types of stored mRNAs present in the mature dry seeds of Arabidopsis and rice, which account for 45% and 42.5% of genes transcribed by the Arabidopsis and rice genome, respectively [68]. Our transcriptome study identified 25,292 and 26,131 stored mRNAs in line 72-3 and line F9721, respectively, which account for 66.6% of genes transcribed by the maize genome and is much higher than those of Arabidopsis and rice. 

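With at least 1 read over the 3 dry seed libraries as the criterion, 27826 genes were detected in 72-3 and 28688 in F9721, which are 71.3% and 73.55% of the 39005 genes in the tables. The mean over the 3 libraries of the number of genes with at least 1 read was 25292 ± 133 (SD, n = 3) in 72-3 and 26131 ± 175 (SD, n = 3) in F9721. These means were computed after the paper's values were seen. A mean TPM of at least 1 moved the numbers most, to 18310 and 18140, and under that criterion more genes were detected in 72-3 than in F9721. With at least 1 read in each of the 3 libraries, 23021 and 23774 genes were detected. The numbers depend on depth, and the 0 HAI libraries of F9721 were deeper than those of 72-3.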

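Of the genes with a read in dry seeds, 25523 had one in both lines, 2303 in 72-3 only and 3165 in F9721 only. With a minimum of 10 reads in the line that had them, 464 genes were found in 72-3 only and 716 in F9721 only, so most of the genes seen in a single line rest on few reads. The DEGs between the dry seeds of the lines were 1776 genes with a higher and 2065 with a lower level in 72-3. Leaving out 1 library at a time gave between 3466 and 3565 DEGs in total.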

Further analysis showed that a total of 3558 stored mRNAs were differentially expressed between 72-3 and F9721. GO enrichment analysis showed that these DEGs are mainly involved in cell surface receptor linked signaling pathways, intracellular signaling pathways, peptidyl-amino acid modifications, and DNA recombination (Supplementary Figure S4a). Previous studies showed that stored mRNAs are not only important for early protein synthesis, but are also translated at later stages of germination, showing that they play a role in both early and late stages of seed germination [72]. Our study also revealed that both the upregulated and the downregulated genes showed a consistent expression pattern during the whole process of germination, implying that they might play a role in the discrepancy of germination speed between 72-3 and F9721 (Supplementary Figure S4b,c). 

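The DEGs found between the lines in dry seeds were followed at the later times, which are measured in other libraries. Of the genes higher in 72-3 in dry seeds, 99.7% were higher in 72-3 at 6 HAI, 97.4% at 12 HAI and 90.3% at 24 HAI. Of the genes lower in 72-3, 99.4% were lower at 6 HAI, 97.2% at 12 HAI and 87.7% at 24 HAI. The share that was itself called a DEG in the same direction fell from 78.5% at 6 HAI to 71.3% at 12 HAI and 59.65% at 24 HAI, and 65 genes were DEGs in the opposite direction at 24 HAI. Over both directions 88.9% kept their direction at 24 HAI, and without replicate 1 of 72-3 at 24 HAI this was 87.45%. A gene that gives no reads in 1 line at any time cannot change its direction. Of the 2026 genes that differed in the same direction at 0, 6, 12 and 24 HAI, 1060 had at most 3 counts in every library of 1 line. Part of the steady pattern is therefore fixed by such genes, whether they are silent, absent or not aligned there. The paper proposes from the steady pattern of both sets that these stored mRNAs have a role in the difference in germination speed.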

The results provide clues for the further mechanical study of stored mRNAs during maize seed germination.

In conclusion, although seed dormancy and germination has long been concerned and well-studied, the knowledge has mainly centered on the model plant *Arabidopsis.* With the frequent occurrence of abnormal weather conditions such as drought, flood, and especially the late spring coldness, good germination and seedling performance has become one of the hotspots of concern by farmers and breeders to decrease the planting costs and loss of grain yields of crop. Our study provided a primary global view of transcriptome changes during seed germination. Through the physiological and transcriptome comparison of fast germinated line 72-3 and slow germinated line F9721, we deciphered the crucial role of both the hormone regulatory pathway and ROS homeostasis regulatory pathway in the divergence of seed germination speed between 72-3 and F9721. Combined with GWAS, we mapped a new locus on 2,941,215 bp of chromosome 1 with the leading SNP as AX-91332814. Integration and functional prediction of DEGs located in the GWAS locus finally identified three potential causal genes regulating the germination speed variation in maize. This study provides a basis for the further identification of genes controlling maize seed germination speed, and facilitates the breeding of rapid germinating lines through marker assistant selection.

## Figures and Tables

**Figure 1:**
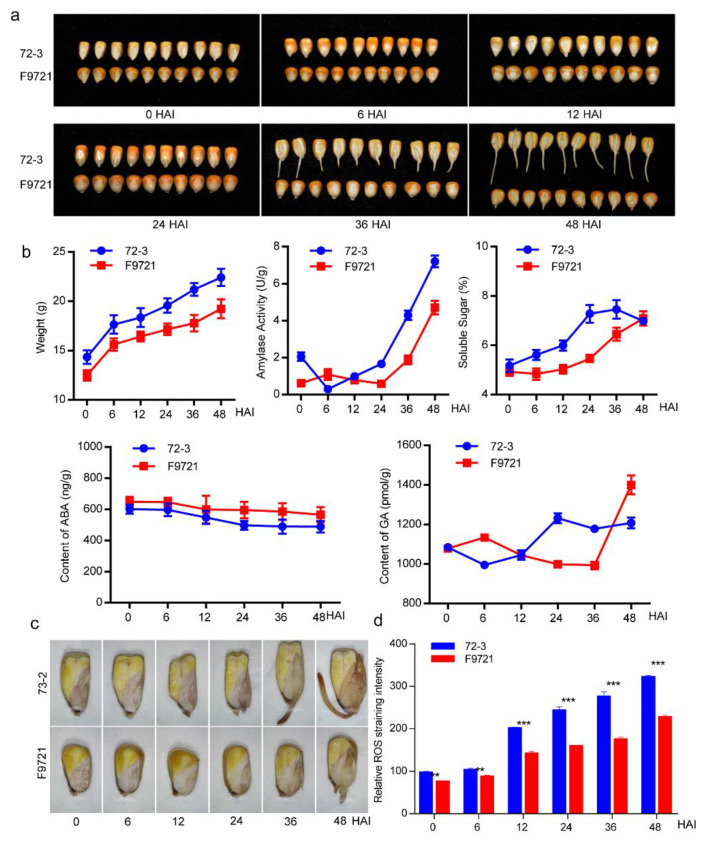
Seed germination process of 72-3 and F9721. (**a**) Comparison of the six germination stages of 72-3 and F9721. (**b**) Dynamic of seed fresh weight, amylase activity, soluble sugar content, and ABA and GA content of the two lines at six germination stages. The content of soluble sugar was quantified as the ratio in 0.1 g flour (%). (**c**) DAB staining for the evaluation of hydrogen peroxide (H_2_O_2_). (**d**) Quantified DAB staining intensity during seed imbibition. Error bars indicate standard deviation (SD), Student’s *t* test; ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
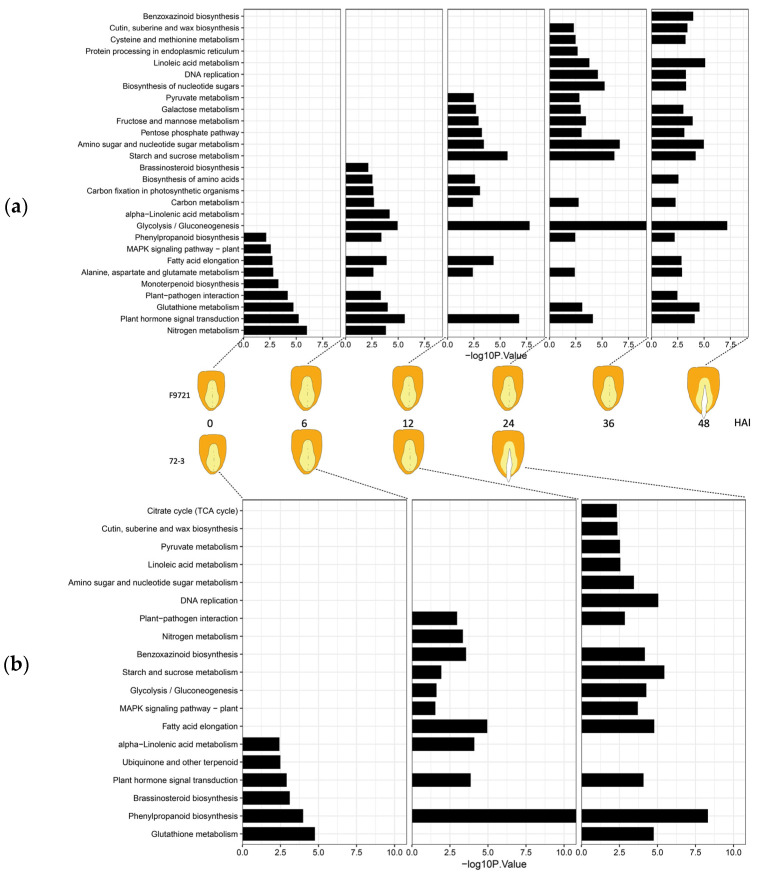
Time series (0, 6, 12, 24 HAI of line 72-3 and 0, 6, 12, 24, 36, 48 HAI of line F9721) transcriptome dynamics indicated by KEGG of DEGs between imbibing and dry seeds. (**a**) Time series (0, 6, 12, 24, 36, 48 HAI) transcriptome dynamics of F9721 between imbibing and dry seeds. (**b**) Time series (0, 6, 12, 24 HAI) transcriptome dynamics of 72-3 between imbibing and dry seeds.

**Figure 3:**
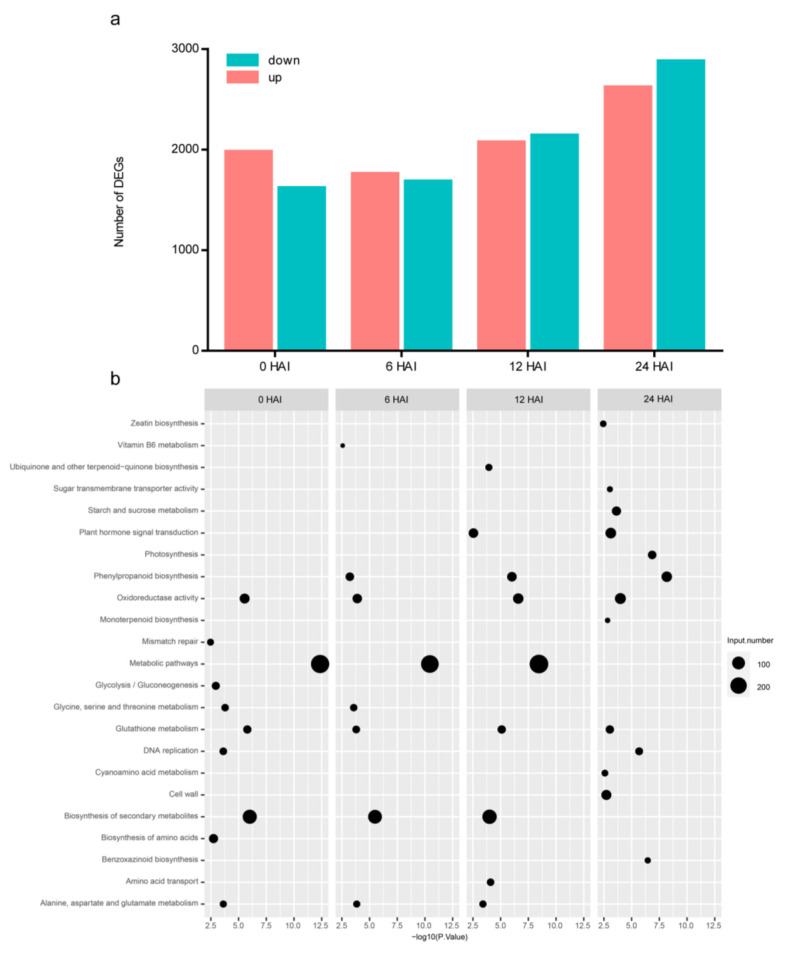
Transcriptome comparisons between 72-3 and F9721 during seed germination. (**a**) The number of DEGs between 72-3 and F9721 at the indicated stages. (**b**) KEGG analysis of DEGs between 72-3 and F9721 at indicated stages.

**Figure 4:**
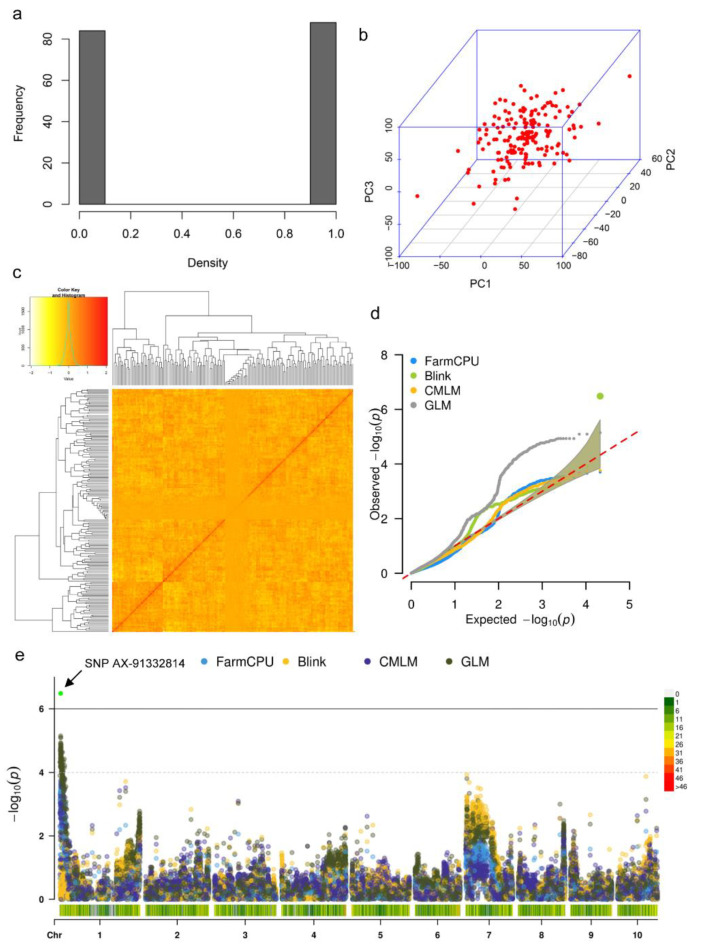
GWAS results of the seed germination speed in the F_2_ population derived from line 72-3 and line F9721. (**a**) The distribution histogram of selected F_2_ lines, 1 indicates the fast germinated individuals/pools, and 0 indicates the slow germinated individuals/pools. (**b**) 3-Dimensional scatter plot of first three PCA. (**c**) Pair-wise individual relatedness matrix computed by GAPIT3.0. (**d**) The quantile-quantile (Q-Q) plot of multiple GWAS models for seed germination speed. (**e**) Manhattan plot of association using four GWAS models, the bottom heatmap shows the SNP density on the ten chromosomes of maize genome.

**Figure 5:**
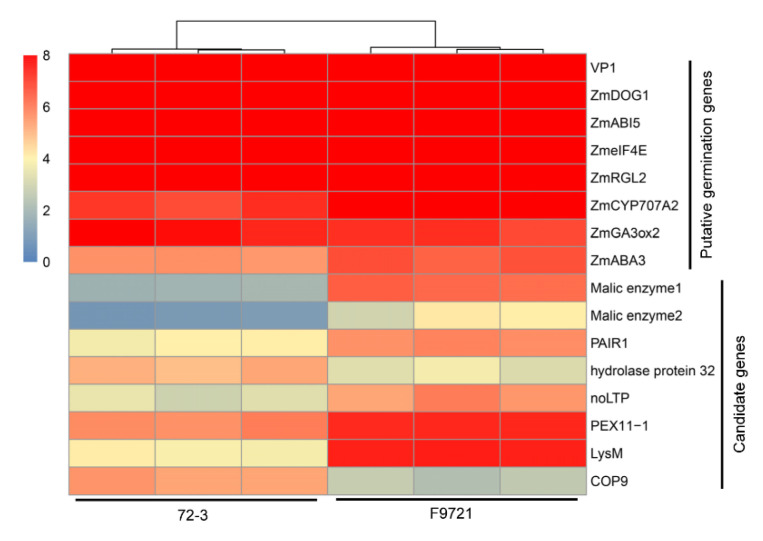
Gene expression of putative germination genes and GWAS candidate genes. Putative germination genes indicate those involved in maize seed germination or maize homologs with germination genes of *Arabidopsis*. Candidate genes indicated DEGs located in the 2 Mb GWAS candidate locus.

## Data Availability

The raw RNA sequencing data and expression TPM matrix were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/projects/geo/; 10 January 2022) under accession number GSE193292.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants11040556/s1. Table S1: Summary of reads alignment with the B73 reference genome APGv4. Table S2: List of proposed genes within the 2 Mb candidate locus. Figure S1: Overall analysis of the transcriptome data. Figure S2: Volcano plots of DEGs between different imbibition stages. Figure S3: Volcano plots of DEGs between 72-3 and F9721. Figure S4: Expression pattern of differentially expressed stored mRNAs and GO enrichment.

## Abbreviations

SNP	Single nucleotide polymorphism
QTL	Quantitative traits loci
ROS	Reactive oxygen species
PCA	Principal components analysis
FDR	False discovery rate
GLM	General linear model
CMLM	Compressed mixed linear model
FarmCPU	Fixed and random model circulating probability unification
BLINK	Bayesian-information and linkage-disequilibrium iteratively nested keyway
GWAS	Genome-wide association analysis
GAPIT	Genomic association and prediction integrated tool
LD	Linkage disequilibrium

# Supplementary material for: Identification of the Potential Genes Regulating Seed Germination Speed in Maize
**Source:** Plants (Basel). 2022 Feb 19;11(4):556. doi: 10.3390/plants11040556
**Supplement:** Supplementary file 1

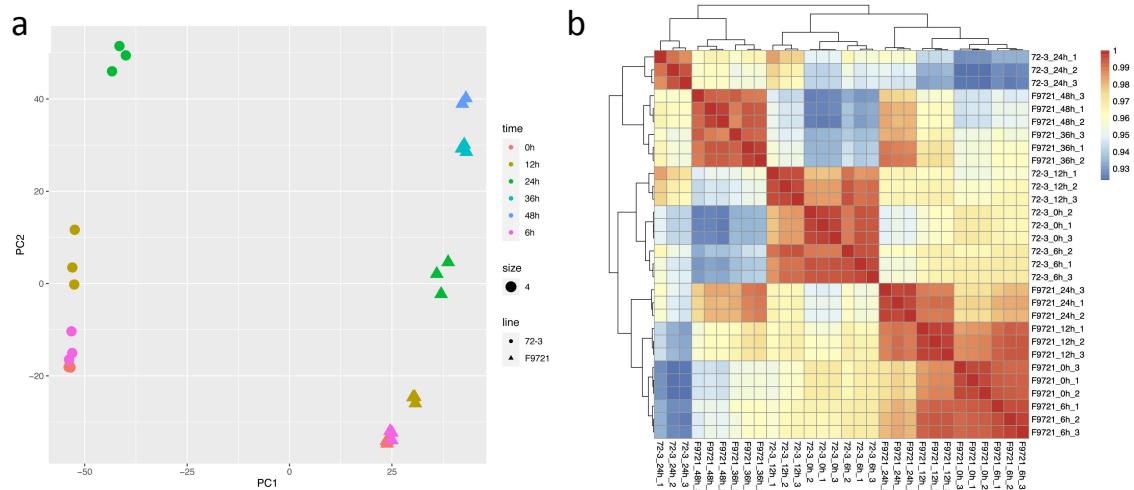

Supplementary Figure S1: Overall analysis of the transcriptome data. (a) PCA plot of the two inbred lines transcriptome change during seed germination. (b) Pearson correlation coefficients heat map between samples from 72-3 and F9721 at six germination stages.

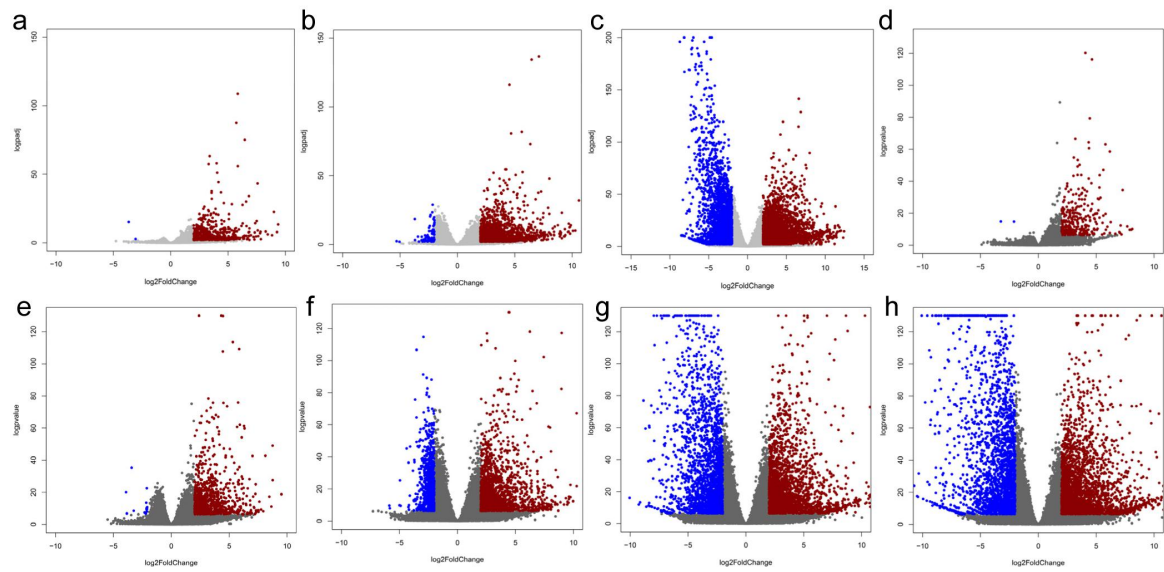

Supplementary Figure S2: Volcano plots of DEGs between different imbibition stages. (a) Volcano plot of DEGs for 72-3 6 HAI versus 0 HAI. (b) Volcano plot of DEGs for 72-3 12HAI versus 0 HAI. (c) Volcano plot of DEGs for 72-3 24 HAI versus 0 HAI. (d) Volcano plot of DEGs for F9721 6 HAI versus 0 HAI. (e) Volcano plot of DEGs for F9721 12 HAI versus 0 HAI. (f) Volcano plot of DEGs for F9721 24 HAI versus 0 HAI. (g) Volcano plot of DEGs for F9721 36 HAI versus 0 HAI. (h) Volcano plot of DEGs for F9721 48 HAI versus 0 HAI.

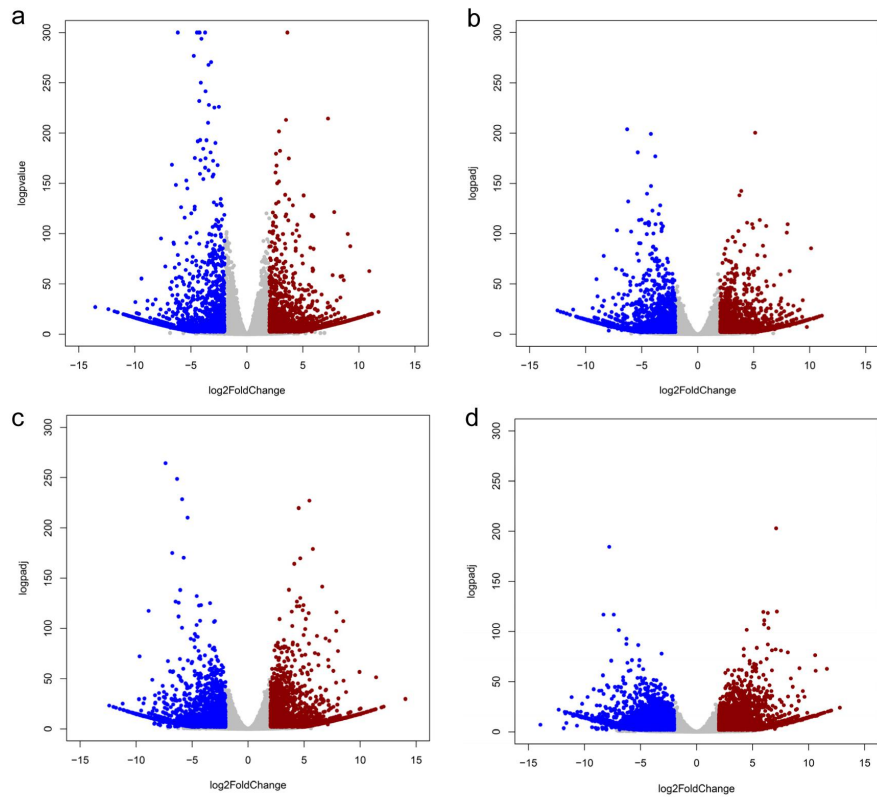

Supplementary Figure S3: Volcano plots of DEGs between 72-3 and F9721 (a) Volcano plot of DEGs for 72-3 versus F9721 at 0 HAI. (b) Volcano plot of DEGs for 72-3 versus F9721 at 6 HAI. (c) Volcano plot of DEGs for 72-3 versus F9721 at 12 HAI. (d) Volcano plot of DEGs for 72-3 versus F9721 at 24 HAI.

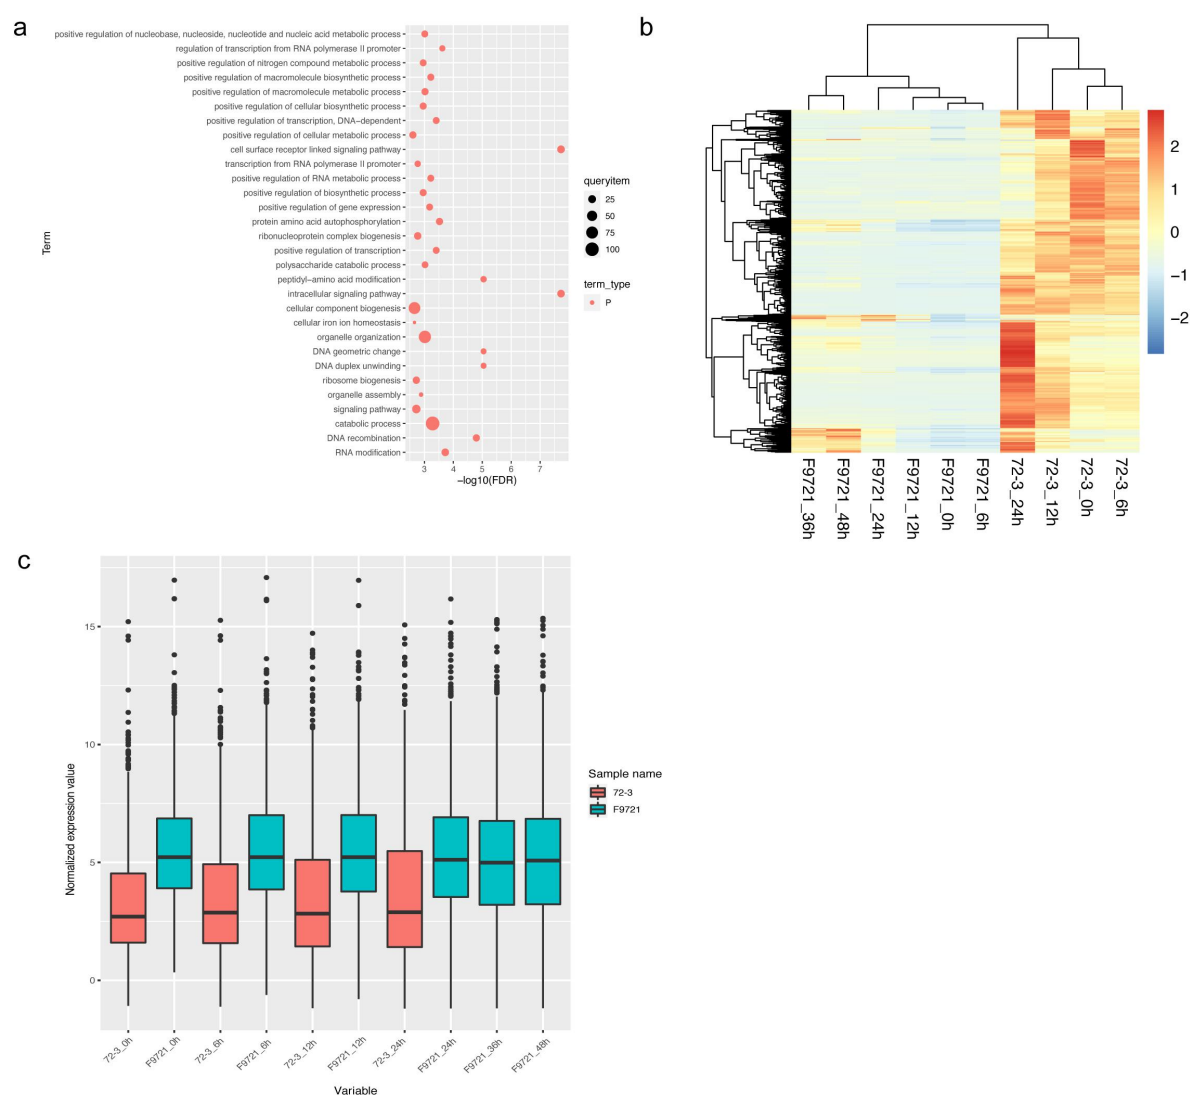

Supplementary Figure S4: Expression pattern of differential expressed stored mRNAs and GO enrichment. (a) GO enrichment of differential expressed stored mRNAs in dry seeds between 72-3 and F9721. (b) Expression pattern of up-regulated stored mRNAs in 72-3 versus F9721 during seed germination. (c) Expression pattern of down-regulated stored mRNAs in 72-3 versus F9721 during seed germination.

Supplementary Table S1: Summary of reads alignment with B73 reference genome  
APGv4

| <b>Samples</b> | <b>Pair-end reads number</b> | <b>GC content (%)</b> | <b>Mapping rate</b> |
|----------------|------------------------------|-----------------------|---------------------|
| 72-3_0h_1      | 11655657;11655657            | 54;54                 | 92.78%              |
| 72-3_0h_2      | 11791262;11791262            | 54;54                 | 92.66%              |
| 72-3_0h_3      | 12061984;12061984            | 53;53                 | 92.78%              |
| 72-3_12h_1     | 17835078;17835078            | 53;53                 | 93.25%              |
| 72-3_12h_2     | 14910260;14910260            | 55;55                 | 93.92%              |
| 72-3_12h_3     | 11815028;11815028            | 54;54                 | 92.97%              |
| 72-3_24h_1     | 16773188;16773188            | 54;54                 | 95.12%              |
| 72-3_24h_2     | 12216469;12216469            | 53;52                 | 94.22%              |
| 72-3_24h_3     | 14059372;14059372            | 53;53                 | 95.62%              |
| 72-3_6h_1      | 13305083;13305083            | 55;54                 | 93.00%              |
| 72-3_6h_2      | 14112810;14112810            | 56;56                 | 93.54%              |
| 72-3_6h_3      | 13893967;13893967            | 55;55                 | 93.23%              |
| F9721_0h_1     | 15375316;15375316            | 55;55                 | 90.06%              |
| F9721_0h_2     | 12888583;12888583            | 55;55                 | 88.53%              |
| F9721_0h_3     | 14573350;14573350            | 54;54                 | 88.31%              |
| F9721_12h_1    | 17303918;17303918            | 57;57                 | 88.99%              |
| F9721_12h_2    | 17143408;17143408            | 56;56                 | 89.57%              |
| F9721_12h_3    | 14655576;14655576            | 55;55                 | 88.58%              |
| F9721_24h_1    | 13682849;13682849            | 55;55                 | 90.04%              |
| F9721_24h_2    | 14605629;14605629            | 55;55                 | 88.17%              |
| F9721_24h_3    | 15558163;15558163            | 55;55                 | 89.49%              |
| F9721_36h_1    | 13495568;13495568            | 53;53                 | 90.44%              |
| F9721_36h_2    | 14579617;14579617            | 54;54                 | 89.99%              |
| F9721_36h_3    | 13066391;13066391            | 51;51                 | 91.06%              |
| F9721_48h_1    | 12172336;12172336            | 54;53                 | 91.20%              |
| F9721_48h_2    | 13249328;13249328            | 54;54                 | 90.70%              |
| F9721_48h_3    | 13868005;13868005            | 51;51                 | 90.92%              |
| F9721_6h_1     | 12888169;12888169            | 54;54                 | 88.95%              |
| F9721_6h_2     | 15938142;15938142            | 56;56                 | 88.63%              |
| F9721_6h_3     | 15904529;15904529            | 56;56                 | 88.96%              |

Supplementary Table S2: Gene list of 2 Mb candidate locus

| Gene id        | Description                                                 |
|----------------|-------------------------------------------------------------|
| Zm00001d004505 | drug resistance transporter-like ABC domain protein         |
| Zm00001d007916 | uncharacterized                                             |
| Zm00001d011289 | Malic enzyme1                                               |
| Zm00001d012623 | Malic enzyme 2                                              |
| Zm00001d018978 | uncharacterized                                             |
| Zm00001d025415 | phosphoprotein phosphatase inhibitors                       |
| Zm00001d027292 | scarecrow-like protein 6                                    |
| Zm00001d027293 | signal recognition particle receptor homolog 1              |
| Zm00001d027295 | beta tubulin1                                               |
| Zm00001d027296 | DUF3527 domain protein                                      |
| Zm00001d027298 | uncharacterized LOC100275685                                |
| Zm00001d027299 | mediator of RNA polymerase II transcription subunit 12-like |
| Zm00001d027300 | protein PAIR1                                               |
| Zm00001d027302 | uncharacterized                                             |
| Zm00001d027303 | Pleiotropic drug resistance protein 2                       |
| Zm00001d027304 | ATPase 9, plasma membrane-type                              |
| Zm00001d027305 | uncharacterized                                             |
| Zm00001d027306 | F-box protein                                               |
| Zm00001d027307 | cingulin                                                    |
| Zm00001d027308 | RING/U-box superfamily protein                              |
| Zm00001d027309 | uncharacterized                                             |
| Zm00001d027310 | vegetative cell wall protein gp1                            |
| Zm00001d027311 | uncharacterized                                             |
| Zm00001d027312 | putative RING zinc finger domain superfamily protein        |
| Zm00001d027313 | hydrolase protein 32                                        |
| Zm00001d027314 | uncharacterized                                             |
| Zm00001d027315 | uncharacterized                                             |
| Zm00001d027317 | rolled leaf 2                                               |
| Zm00001d027318 | uncharacterized                                             |
| Zm00001d027319 | 4-phosphopantetheinyl transferase sfp                       |
| Zm00001d027320 | CemA-like proton extrusion protein-related                  |
| Zm00001d027321 | putative peptidyl-prolyl cis-trans isomerase family protein |
| Zm00001d027322 | Protein weak chloroplast movement under blue light 1        |
| Zm00001d027323 | uncharacterized                                             |
| Zm00001d027324 | THO complex subunit 1                                       |
| Zm00001d027325 | peptidoglycan-binding LysM domain-containing protein        |
| Zm00001d027326 | uncharacterized                                             |
| Zm00001d027329 | DNA cytosine methyltransferase Zmet 3                       |
| Zm00001d027330 | uncharacterized                                             |
| Zm00001d027332 | Nonspecific lipid-transfer protein                          |

|                |                                                                 |
|----------------|-----------------------------------------------------------------|
| Zm00001d027333 | uncharacterized                                                 |
| Zm00001d027334 | uncharacterized                                                 |
| Zm00001d027335 | trihelix transcription factor GTL1                              |
| Zm00001d027337 | kinesin-like protein KIN-14E                                    |
| Zm00001d027338 | uncharacterized                                                 |
| Zm00001d027339 | RNA binding protein                                             |
| Zm00001d027340 | ATP binding protein                                             |
| Zm00001d027341 | ATP binding protein                                             |
| Zm00001d027342 | uncharacterized                                                 |
| Zm00001d027343 | fertility restorer                                              |
| Zm00001d027344 | molybdate-anion transporter                                     |
| Zm00001d027345 | mitochondrial import inner membrane translocase subunit TIM23-2 |
| Zm00001d027346 | early nodulin-like protein 1                                    |
| Zm00001d027347 | uncharacterized                                                 |
| Zm00001d027348 | uncharacterized                                                 |
| Zm00001d027349 | pentatricopeptide repeat-containing protein At3g53170           |
| Zm00001d027350 | uncharacterized                                                 |
| Zm00001d027351 | uncharacterized                                                 |
| Zm00001d027352 | Pyridoxine/pyridoxamine 5'-phosphate oxidase 2                  |
| Zm00001d027353 | retinol dehydrogenase 12                                        |
| Zm00001d027354 | mitochondrial inner membrane protein OXA1-like                  |
| Zm00001d027355 | membrane protein                                                |
| Zm00001d027359 | uncharacterized                                                 |
| Zm00001d027360 | Probable protein phosphatase 2C 33                              |
| Zm00001d027361 | ATPP2-A13                                                       |
| Zm00001d027362 | uncharacterized                                                 |
| Zm00001d027363 | uncharacterized                                                 |
| Zm00001d027365 | vacuolar protein 8                                              |
| Zm00001d027366 | Peroxisomal membrane protein PEX11-1                            |
| Zm00001d027367 | riboflavin biosynthesis protein ribD                            |
| Zm00001d027368 | xyloglucan endotransglucosylase/hydrolase protein 5             |
| Zm00001d027369 | Protein-ribulosamine 3-kinase chloroplastic                     |
| Zm00001d027370 | uncharacterized LOC100192905                                    |
| Zm00001d027371 | putative TCP-1/cpn60 chaperonin family protein                  |
| Zm00001d039633 | uncharacterized                                                 |
| Zm00001d040069 | Probable glucuronoxylan glucuronosyltransferase IRX7            |
| Zm00001d047177 | TATA-binding protein-associated factor BTAF1                    |
| Zm00001d048502 | COP9 signalosome complex subunit 1                              |
| Zm00001d048507 | uncharacterized                                                 |
| Zm00001d048510 | uncharacterized                                                 |
| Zm00001d048511 | AP-2 complex subunit alpha-2                                    |
| Zm00001d048527 | rolled leaf 1                                                   |
| Zm00001d048536 | SKP1-like protein 21                                            |

|                |                              |
|----------------|------------------------------|
| Zm00001d048541 | uncharacterized              |
| Zm00001d049814 | uncharacterized              |
| Zm00001d051566 | LOC100191766-like pseudogene |
| Zm00001d051742 | uncharacterized              |

---

How the deposited data were processed for this re-analysis (not part of the article)

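The transcriptomes of germinating whole seeds were measured by RNA sequencing in the inbred lines 72-3 (0, 6, 12 and 24 HAI) and F9721 (0, 6, 12, 24, 36 and 48 HAI), with 3 libraries for each of the 10 groups. Samples were grouped by the line, time and replicate that their labels and the paper give, and every library was mapped. The paper's methods describe replicates from different ears for the germination test that the seeds were sampled from, and do not tie a replicate number to an ear.

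The authors trimmed paired reads with fastp, aligned them with Hisat2 to the B73 AGPv4 genome and counted them on genes with HTSeq in union mode, and the deposited count values are these raw counts per gene. The deposited TPM values were computed by the authors in R, and they sum to 1000000 in each library. The tool versions, the strand setting and the gene lengths are not stated in the text. The tables list 39005 genes, of which 4259 have no read in any library. The summary entries of the counting that name no gene stayed out of the library sizes and the tests. Reads outside annotated genes made up 5.59% to 20.9%, and reads that overlapped several genes 1.60% to 2.11%, of the reads tallied.

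Between 8080968 and 14192708 reads per library were counted on genes, with a median of 10887437.5. A group in which all libraries had at most 3 counts for a gene was treated as at the limit of detection, and a fold change against it is given as a lower bound computed with 3 counts. For a gene with 0 counts this limit was at most 0.398 normalized CPM in 72-3 and 0.36 in F9721.

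Counts were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were scaled by the TMM method, 10 group means were fitted over all 30 libraries by the quasi-likelihood method, and p values were adjusted by the Benjamini-Hochberg method over the 34746 genes with at least 1 read. DEGs had an adjusted p of at most 0.01 and an absolute log2 fold change of at least 2. The comparisons were each time point against the dry seeds of the same line, the lines at each shared time, and the interaction of line and time, which tests whether the change from dry seeds differs between the lines. Correlations and the principal components used log2(CPM + 1) of the 22184 genes with a mean log2 CPM of at least 0. The share of DEGs in the candidate list was compared with Fisher's exact test and the mapping rates with 100000 permutations. The edgeR steps, those of DESeq2 and the comparison of time courses were tested on simulated counts with 200 changed genes among 34106. At 12 HAI edgeR called 199 of the 200 for 72-3 against dry seeds, 200 between the lines and 190 for the interaction, and DESeq2 called 195 for 72-3 against dry seeds. All changed genes had an absolute log2 fold change of 3 and none was rare, so these rates do not speak for smaller changes or rare genes. The simulated closest time point, 24 HAI, was recovered over 22217 genes. No other time of F9721 carried a simulated change, so this does not test the ranking of times that all resemble 72-3 at 12 HAI.

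The genes named are those the paper names among its candidates and, for the comparisons at 12 HAI, up to 2 genes in each direction with the smallest p among the DEGs whose libraries do not overlap between the groups, and likewise, without that condition, for the interaction. This rule, the main settings and a set of alternatives were fixed before the data were examined. These alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, edgeR's filterByExpr in place of the filter of at least 1 read, the replicate number as a block, a fit on only the 2 groups compared, an adjusted p of at most 0.001, each library left out in turn, other criteria for a detected gene, a pseudocount of 0.1, rank correlation and the deposited TPM values. DESeq2 on only the groups compared or on the libraries of a single line, an adjusted p of at most 1e-06, and the mean number of genes detected per library were added after the values were seen.

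Gene names were taken from Supplementary Table S2, because none of the 39005 identifiers matched the RefSeq gene table that was given. The germination tests, the association mapping, the pathway and ontology enrichments and the germination genes that Figure 5 shows without identifiers were not analysed here.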

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

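All tests of explanations in this part were chosen before their results were seen, except that the way of regrouping the libraries for the interaction was changed after a first scheme was seen to mix in the difference between dry seeds.

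The change from dry seeds differed between the lines for 24 genes at 6 HAI, 380 genes at 12 HAI and 2662 genes at 24 HAI, by the interaction of line and time in edgeR. The paper compares the lines at each time but does not report this test. At 6 HAI 2017 genes had an unadjusted p under 0.05, and the 24 genes were reduced to 13 without replicate 3 of F9721 at 0 HAI. The named genes at 12 HAI were Zm00001d034501, with an interaction log2 fold change of 3.34 (standard error 0.35), Zm00001d020969 with 3.75 (standard error 0.40), Zm00001d032810 with -3.58 (standard error 0.21) and Zm00001d042869 with -2.29 (standard error 0.15). All 4 were called in each of 12 fits that left out 1 library. Zm00001d020969 had 3 counts in every dry seed library of 72-3, which is the limit of detection. Its value may depend on the model's prior count, which was not varied. Zm00001d034501 rose in 72-3 from 13 to 16 counts per library in dry seeds to 1494 to 2492 at 12 HAI.

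When line labels were regrouped alike at both times, 1 of the 10 splits, the real one, gave as many genes, at 6, 12 and 24 HAI alike. The other 9 splits called 0 genes at each time, with 274 to 462 genes at an unadjusted p under 0.05 at 6 HAI, 282 to 546 at 12 HAI and 420 to 2217 at 24 HAI, where the real split had 2017, 6424 and 12631. These splits put libraries of both lines into each group, which widens the spread within groups, and a share of 10 splits is never under 0.1, so by their number alone they cannot separate the result from chance. A reference bias that is the same at both times cancels in the interaction by its construction. The scaling did not remove the result, since DESeq2's size factors in edgeR gave 24, 376 and 2671 genes at 6, 12 and 24 HAI. The balance of directions moved with the tool, as DESeq2 called 495 genes at 12 HAI, 329 of them with the higher value in 72-3, against 221 of 380 in edgeR. Library depth was not tested for the interaction, and no library batch is given that the lines and times could be compared within.

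A biological explanation that the design names is that 72-3 follows the course of F9721 ahead in time. If so, genes called at 12 HAI should change in F9721 the same way by 48 HAI. They did so for 52.11% (198 of 380 genes), against 56.45% of the other genes. At 12, 24 and 36 HAI the shares were 28.68%, 46.05% and 49.47%, against 46.42%, 52.35% and 54.92% of the other genes. The shares rose with time in both sets, and more in the called genes. The F9721 dry seed libraries enter both terms with opposite sign and push the share of the called genes down at every time. The F9721 libraries of 12 HAI also enter the choice of these genes, so neither the share nor its rise can tell. A difference between the lines that is not one of timing is equally open and was not tested.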

How the results depend on the processing

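For the 21 results with alternatives set in advance, 267 values were computed, of which 255 stayed within the limits set (within 1.5 times the main count, or within the spread between replicates) and 12 did not, for 6 results. The log2 fold changes of the named genes, all from counts, kept their direction and their side of the threshold in 304 of 304 values; the deposited TPM values, compared as levels, reversed the order of the lines for Zm00001d027325. Leaving out 1 library at a time gave 272 to 591 DEGs for 72-3 at 6 HAI, 1658 to 2139 at 12 HAI and 7115 to 7710 at 24 HAI. For F9721 it gave 381 to 514 at 6 HAI, 1223 to 1425 at 12 HAI, 3352 to 3771 at 24 HAI, 6059 to 6337 at 36 HAI and 6991 to 7334 at 48 HAI. Between the lines it gave 3466 to 3565 at 0 HAI, 3597 to 3669 at 6 HAI, 4120 to 4526 at 12 HAI and 5867 to 6843 at 24 HAI. The interaction gave 13 to 30 genes at 6 HAI, 257 to 388 at 12 HAI and 2361 to 3304 at 24 HAI over 12 fits each. The share of dry seed DEGs with the same direction at 24 HAI was 87.45% to 89.38%, and the lowest value came without replicate 1 of 72-3 at 24 HAI. Detected genes in dry seeds were 26816 to 26934 in 72-3 and 27653 to 27827 in F9721. The list of candidates held 7 to 8 DEGs, and the 8th gene, Zm00001d027292, singled out after its values were seen, had a log2 fold change of 1.99 and an adjusted p of 0.00184 from edgeR with all libraries.

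The value of 272 for 72-3 at 6 HAI came without replicate 2 of 6 HAI, and that of 13 for the interaction at 6 HAI without replicate 3 of F9721 at 0 HAI. DESeq2 called 54 genes for the interaction at 6 HAI, 31 of them with the higher value in 72-3, against 10 of 24 in edgeR; the cause was not tested. An adjusted p of at most 0.001 gave 12 genes at 6 HAI and 187 at 12 HAI for the interaction, as fewer genes pass a stricter threshold. A mean TPM of at least 1 gave 18310 detected genes in 72-3 and 18140 in F9721, where the main criterion gave 27826 and 28688, because it asks for a higher level. DESeq2 on the libraries of a single line with an adjusted p of at most 1e-06, chosen after the values were seen, gave 223, 929 and 4872 DEGs in 72-3 at 6, 12 and 24 HAI and 321, 837 and 2337 in F9721 at the same times. DESeq2's size factors moved the median log2 fold change of all genes by up to 0.111 against TMM. The filter filterByExpr kept 24497 genes.

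For none of the groups compared for DEGs did every pair of libraries with the same number deviate together from the group means (a correlation over 0.1), so the numbers were not taken to pair the samples. Such pairs did deviate together between F9721 at 36 and 48 HAI (0.538 to 0.865 over 3 pairs) and between F9721 at 6 and 24 HAI (0.11 to 0.199). DEGs were not counted between these times, but the change from 6 to 24 HAI serves below as a reference for a correlation. Over all times, deviations from the group means of libraries with the same number correlated by -0.402 to 0.865 over 45 pairs in F9721 (13 over 0.1) and by -0.23 to 0.235 over 18 pairs in 72-3 (3 over 0.1). With the replicate number as a block, the interaction gave 17, 364 and 2664 genes at 6, 12 and 24 HAI, 72-3 gave 459, 2030 and 7369 DEGs, and no count moved by more than 1.5 times. The deposited TPM values moved the share of the level of 4 of the 8 candidate genes at 12 HAI by more than the spread between replicates. That of Zm00001d027325 in 72-3 went from 47.26% to 56.44%, Zm00001d027300 from 14.14% to 19.43%, Zm00001d027313 from 82.52% to 87.52% and Zm00001d027366 from 17.78% to 23.89%.

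With 3 libraries per group, no split of the libraries can reach a share under 0.1, and genes near 3 counts, such as Zm00001d048502 in F9721, have folds that rest on few counts. No test of gene families was run, since names are paired with the identifiers only for the genes of Supplementary Table S2.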

Differences from the paper's values

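The paper reports 321 DEGs for 72-3 at 6 HAI, where edgeR gave 505. Of the 12 alternatives set before the data were examined, 7 brought the value within 1.5 times the paper's: the replicate block (459), a fit on only the 2 groups compared (388), an adjusted p of at most 0.001 (356), and leaving out replicate 1 (350), 2 (392) or 3 (369) of 0 HAI or replicate 2 of 6 HAI (272). DESeq2 (567), DESeq2's size factors (491), filterByExpr (527) and leaving out replicate 1 (591) or 3 (571) of 6 HAI did not.

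For F9721 at 6 HAI the paper reports 321 DEGs and edgeR gave 485. Of the 12 alternatives 8 gave a value within 1.5 times the paper's, the first 2 of them by a small move: DESeq2's size factors (469), the replicate block (480), an adjusted p of at most 0.001 (371), and leaving out replicate 1 (394), 2 (419) or 3 (381) of 0 HAI or replicate 2 (438) or 3 (397) of 6 HAI. DESeq2 (517), filterByExpr (493), a fit on only the 2 groups compared (587) and leaving out replicate 1 of 6 HAI (514) did not.

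For F9721 at 12 HAI the paper reports 809 DEGs and edgeR gave 1445. Only the adjusted p of at most 0.001 came within 1.5 times the paper's value (1158), and the other 11 alternatives did not. For F9721 at 24 HAI the paper reports 2301 and edgeR gave 3714. Values within 1.5 times the paper's came with the adjusted p of at most 0.001 (3121) and without replicate 2 (3429) or 3 (3387) of 0 HAI or replicate 3 of 24 HAI (3352), and not under the other 8, DESeq2 among them (3575).

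Some settings reached the paper's values, all of them chosen after the values were seen, in a search over sets of libraries and thresholds. DESeq2 on the libraries of 72-3 alone gave 1862 DEGs at 12 HAI, as in the paper, 6971 at 24 HAI against the paper's 6969, and 509 at 6 HAI. DESeq2 on the libraries of F9721 alone gave 539, 1386, 3567, 6227 and 7073 DEGs at 6, 12, 24, 36 and 48 HAI. With an adjusted p of at most 1e-06 these became 321, 837, 2337, 4409 and 5076, against the paper's 321, 809, 2301, 4394 and 5023. The same threshold gave 223, 929 and 4872 for 72-3, where the paper has 321, 1862 and 6969. DESeq2 on only the 2 groups compared gave 4174 DEGs between the lines at 12 HAI, 2121 of them higher in 72-3, as in the paper, 3562 at 0 HAI against the paper's 3558, and 5466 at 24 HAI with 2864 higher, against the paper's 5460 and 2860. The mean number of genes with a read per library gave the paper's 25292 and 26131 detected genes in dry seeds. In Supplementary Figure S2 the vertical axis is labelled as an adjusted p for 72-3 and as a p value for F9721, and the points drawn as DEGs start at a higher value on that axis in the F9721 panels. At 12 HAI the paper's counts have a ratio of 72-3 to F9721 of 2.302, where edgeR gave 1.434 and the adjusted p of at most 1e-06 in both lines 1.11. No setting that was run gave the paper's 321 for 72-3 at 6 HAI.

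The bars of Figure 3a show more DEGs lower in 72-3 than higher at 12 and 24 HAI, opposite to the paper's text, and here 2412 were higher and 2287 lower at 12 HAI, and 3409 higher and 3013 lower at 24 HAI. At 0 HAI the bars show more genes higher in 72-3, where 1776 were higher and 2065 lower. Figure 5 shows the LysM gene lower in 72-3, and here Zm00001d027325 was not a DEG at 12 HAI, with a log2 fold change of -0.16 and an adjusted p of 0.524 from edgeR, and none of the alternatives run for it called it.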

Other observations

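Most tests in this part were chosen before their results were seen. The separation of the genes that differ at all times into parts, and the test of an exchange of libraries, were chosen after, and the library depths had been seen when the test of depth for F9721 at 36 and 48 HAI was set.

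For each of the 12 counts of DEGs (8 against dry seeds and 4 between the lines), 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs. Other splits gave up to 28 DEGs for 72-3 at 24 HAI and up to 106 between the lines at 24 HAI, and 0 for the other 10 counts, where they had 455 to 3153 genes at an unadjusted p under 0.05. With 10 splits the share is never under 0.1, so the splits alone cannot separate these results from chance.

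The larger number of DEGs at 12 HAI in 72-3 than in F9721 was a ratio of 1.434. With every library thinned to 8080968 counts there were 2007 and 1380 DEGs, a ratio of 1.454, which argues against library depth as the cause. Without the 50 most abundant genes, which held 16.28% of the counts, the ratio was 1.461 (2028 and 1388 DEGs), so a few abundant genes are not the whole cause. No single library produced it, as the lowest ratio with 1 library left out was 1.147, without replicate 1 of 72-3 at 12 HAI. This ratio sets 1658 DEGs in 72-3 against the 1445 of F9721 with all libraries. A biological difference between the lines stays open, as does a library batch that is not given.

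At 0, 6, 12 and 24 HAI, 2026 genes differed between the lines in the same direction. If reads of F9721 failed to align more often than those of 72-3, these genes would be mostly lower in F9721, but 44.77% (907 genes) were, and 1119 were lower in 72-3, which argues against this as the whole cause. Of the 2026 genes 52.32% had at most 3 counts in every library of a line (640 in 72-3 and 420 in F9721). This exceeds the threshold written before, but the genes were picked by low counts, so whether a gene is silent or absent in that line cannot be told apart. The other 966 genes had more than 3 counts in some library of each line. This does not exclude a missing transcript, because a few counts, or reads of a paralog that align to the gene, would also meet this criterion, and paralogs and gene copies of the lines were not examined.

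The share of reads outside annotated genes fell during germination in 72-3, from a median of 14.5% in dry seeds to 7.00% at 24 HAI. In F9721 the median of this share fell from 11.6% in dry seeds to 5.83% at 36 HAI and was 7.30% at 48 HAI. Genomic DNA in the RNA could give reads spread over genes with little expression, so the deviations of this share from the group means were correlated with those of 7391 genes under 0.1 CPM over the 30 libraries. Pearson's r was 0.066 (permutation p = 0.65, two-sided), Spearman's rho 0.121 (permutation p = 0.59) and r without the 2 farthest libraries 0.096. The test works within groups and so does not decide the trend between groups, and DNA, unannotated transcripts and unspliced RNA all stay open.

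Among the 82 tested genes of Supplementary Table S2, the share of DEGs at 12 HAI fits the share among all genes (Fisher's exact test, two-sided p = 0.255, 8.54% and 13.54%). The identifiers of 68 list genes run from Zm00001d027292 to Zm00001d027371 and 19 lie outside this run. The 7 DEGs comprise 4 in the run and 3 outside, and all 3 final candidates of the paper lie outside. Gene positions were not at hand, so it was not checked whether the genes outside the run lie in the locus.

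In F9721 the replicate 3 libraries of 36 and 48 HAI were more alike than either was to the other replicates of its own time. They correlated with each other by r = 0.974 across genes, and with the other libraries of their own time by 0.957 to 0.966. Replicates 1 and 2 were closest within their time (0.994 at 36 HAI and 0.991 at 48 HAI). If the seeds of replicate 3 were further along or behind, their difference from the others would follow the change during germination. The correlation of this difference across genes was 0.092 with the change of 72-3 from 12 to 24 HAI. With the change of F9721 from 6 to 24 HAI it was -0.146. Both changes precede 36 HAI, and replicate differences of 72-3 reached absolute values up to 0.383 against the change of F9721 from 24 to 48 HAI. The test therefore cannot tell whether the seeds of replicate 3 were further along, behind or neither. With libraries thinned to 9709825 counts the 2 libraries still correlated more with each other (0.974) than with their own time (0.965), a difference of 0.009, so depth is excluded. An exchange of the labels is excluded, because their highest correlation with the other libraries of the other time was 0.946, below the lowest value of 0.957 with their own time. Seeds at another point of germination stay open, as does a difference between ears, harvests or library batches, which the paper does not tie to a replicate number. The paper lists the lowest GC content of all libraries for these 2 libraries (Supplementary Table S1), and a link of GC content to their likeness was not tested.

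The replicates of 72-3 at 24 HAI were the least alike of all groups, with r from 0.921 to 0.974. The difference between replicates 1 and 3 correlated across genes with the change of F9721 from 24 to 48 HAI by r = 0.331. This does not single out seeds at different points of germination, because the differences between replicates of 72-3 at 0, 6 and 12 HAI, over 9 pairs, reached absolute values of 0.005 to 0.383 against the same change, a comparison added after the result was seen. On the first principal component, which rises with time, the replicates at 24 HAI lay between 102.66 and 109.33, closer together than those at 12 HAI (-38.76 to -6.56). The reason for the spread is left open, and a difference of batch was not tested.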
